# Transcriptomic responses in the blood and sputum of cigarette smokers compared to e-cigarette vapers

**DOI:** 10.1186/s12931-023-02438-x

**Published:** 2023-05-18

**Authors:** Mario F. Perez, Marina Yurieva, Spandana Poddutoori, Eric M. Mortensen, Laura E. Crotty Alexander, Adam Williams

**Keywords:** Transcriptomics, Tobacco, Immune cells of the airways, Electronic cigarettes, Cigarette smoking

## Abstract

**Rationale:**

Electronic (e)-cigarettes are popular among youth and cigarette smokers attempting to quit. Studies to date have focused on the utility of e-cigarettes as a smoking cessation tool, but the biological effects are largely unknown.

**Objectives:**

To identify transcriptomic differences in the blood and sputum of e-cigarette users compared to conventional cigarettes smokers and healthy controls and describe biological pathways affected by these tobacco products.

**Methods:**

Cross-sectional analysis of whole blood and sputum RNA-sequencing data from 8 smokers, 9 e-cigarette users (e-cigs) and 4 controls. Weighted gene co-network analysis (WGCNA) identified gene module associations. Ingenuity Pathway Analysis (IPA) identified canonical pathways associated with tobacco products.

**Main results:**

In blood, a three-group comparison showed 16 differentially expressed genes (DEGs); pair-wise comparison showed 7 DEGs between e-cigs and controls, 35 DEGs between smokers and controls, and 13 DEGs between smokers and e-cigs. In sputum, 438 DEGs were in the three-group comparison. In pair-wise comparisons, there were 2 DEGs between e-cigs and controls, 270 DEGs between smokers and controls, and 468 DEGs between smokers and e-cigs. Only 2 genes in the smokers vs. control comparison overlapped between blood and sputum. Most gene modules identified through WGCNA associated with tobacco product exposures also were associated with cotinine and exhaled CO levels. IPA showed more canonical pathways altered by conventional cigarette smoking than by e-cigarette use.

**Conclusion:**

Cigarette smoking and e-cigarette use led to transcriptomic changes in both blood and sputum. However, conventional cigarettes induced much stronger transcriptomic responses in both compartments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-023-02438-x.

## Introduction

The use of e-cigarettes or “vaping” is popular among adolescents, young adults as well as former and current cigarette smokers [1]. Although e-cigarettes with nicotine are a potential tool for smoking cessation, their effectiveness remains controversial [2], [3]. The benefit of switching from conventional tobacco to e-cigarettes relies on the notion that they are less harmful than combustible cigarettes. Whereas smoke from cigarettes contains 4,000–7,000 chemicals, with many known harmful toxicants and carcinogens, e-cigarette aerosols contain many fewer (50–120) chemicals [4]. Nevertheless, epidemiological studies have linked e-cigarette use with pulmonary diseases known to occur with conventional cigarette smoking, namely bronchitis, COPD, hypersensitivity pneumonitis, eosinophilic pneumonia, lipoid pneumonia, and asthma [5–7], and in 2019, the Center for Disease Control and Prevention (CDC) identified a novel disease caused by vaping: e-cigarette or vaping product use-associated lung injury (EVALI) [8]. Beyond our clinical experience, little is known about the effects of e-cigarette use on the respiratory system, particularly when compared to conventional tobacco.

There are several reports from both in vitro and human subject studies showing that exposure to e-cigarette aerosols (commonly referred to as “vapor”) leads to significant changes in gene expression by airway epithelial cells [9–11]. However, to our knowledge, there are no reports regarding the effects of e-cigarette use on gene expression in immune cells in human airways. There are scarce reports of gene expression in sputum of healthy smokers, and the most robust, which was funded by the tobacco industry, showed that cigarette smoking alters two biological pathways: (1) the xenobiotic response and oxidative stress; and (2) immune related responses [12]. More recently, a study of inflammatory markers in the sputum of e-cigarette users showed that newer generation e-cigarettes (4th generation) may cause more immunosuppression than prior e-cigarette devices; nevertheless, the effects of e-cigarettes on human airway and systemic immunity remain unclear.

The goals of this work were to identify biological pathways differentially regulated in the blood and sputum of e-cigarette users when compared to cigarette smokers (CS) and healthy controls and to shed light on how exposure to these tobacco products may lead to respiratory diseases. Our primary hypothesis was that these two disparate inhalants would lead to gene expression changes in the sputum and the circulation reflecting homeostatic changes in multiple biological pathways contrasting with those induced by conventional tobacco.

## Methods

### Human subjects

Sixty-five participants were enrolled between May 1, 2017, and March 1, 2020 (Fig. 1). Inclusion criteria included age 18–55 years old plus exclusive daily use of e-cigarettes or conventional cigarettes for at least one year. Exclusion criteria included use of prescription medications (excluding birth control pills); previously diagnosed pulmonary disease; emergency room visits or hospitalization within the prior year; pregnancy; history of allergic rhinitis/rhinosinusitis, chemical exposure (including dust and wood) or an adverse reaction to albuterol; and current use of cigars, pipes, hookah, chewing tobacco or other tobacco products, marijuana, cocaine, or illicit drugs. We used these stringent criteria to avoid misclassification and residual bias, as older subjects may have greater significant undiagnosed comorbidities, while other noxious exposures, such as viral infections or allergies, could affect the biological pathways similarly to the use of tobacco products. All subjects underwent informed consent. This study was approved by the University of Connecticut Institutional Review Board.

**Fig. 1:**
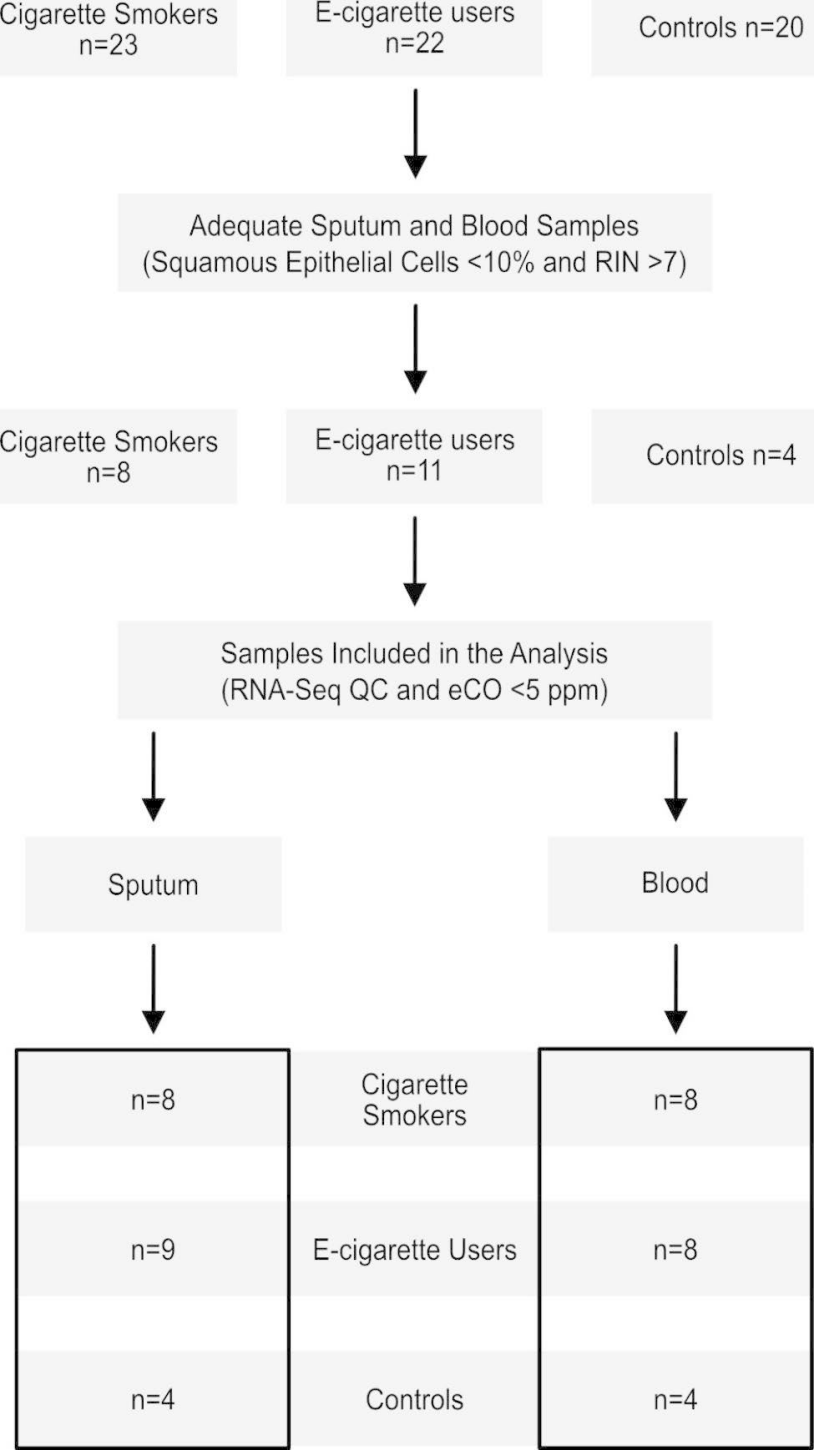
Diagrammatic representation of the study cohort and workflow. A total of 65 participants were enrolled in the study; all underwent exhaled carbon monoxide (eCO) measurement, spirometry, sputum induction with hypertonic saline, and blood draw. Adequate (i.e., with less than 10% squamous cells) sputum samples were obtained from 33 subjects. Good quality RNA (RNA integrity numbers (RIN) > 7) was obtained from 23 samples, which then were matched with whole blood RNAs from the same subjects to comprise our final study cohort. Following RNA-Seq and principal component analysis, additional samples were excluded (see main text and Fig. 2) before in-depth analysis of differentially expressed genes. Only smokers and controls with eCO of < 5 ppm were included in the final analysis

### Sputum induction, blood collection and RNA extraction and processing

All 65 participants underwent exhaled carbon monoxide (eCO) measurement, spirometry and sputum induction with hypertonic saline [13]. In brief, subjects were asked to blow their nose and to complete three 7-minute cycles of inhalation of 3%, 4%, and 5% hypertonic sodium chloride delivered by an ultrasonic nebulizer (DeVilbiss®). At the end of each cycle subjects were encouraged to expectorate into a sterile cup; samples were processed within 15 min of collection. Sputum plugs were selected, and then cellular and aqueous compartments were separated using dithiothreitol (DTT) and centrifugation as previously described [13], [14]. Cell viability was determined by trypan blue exclusion. Total cell counts were determined by hemocytometer, and final differentials were performed on Wright-Giemsa stained Cytospin® slides of ≥200 cells 15–18. Sputum samples with greater than 10% squamous cells were excluded as higher squamous cells concentration may reflect salivary contamination and may impact biomarker measurements [19], [20]. Aqueous phase was aliquoted and stored at -80 °C; cell pellets were stored at -80 °C in RNAlater®. YKL-40, TNF-alpha, interleukin (IL)-6, IL-33, IL-8, IL-10, and IL-13 were measured using the commercially available Magnetic Luminex Assay (R&D Systems Inc., Minneapolis, MN) and Bio-Plex 200 reader (BioRad Laboratories, Hercules, CA). All samples were tested in duplicate as described elsewhere [21]. RNA extraction was performed using the miRNAeasy and RNeasy MinElute kits (Qiagen) according to manufacturer instructions. Phlebotomy was performed and blood underwent automated cell blood count by the clinical laboratory, and RNA extraction and analysis via PAXgene® RNA tubes (BD Biosciences) and PAXgene blood RNA kit (Qiagen).

### RNA-Sequencing and qRT-PCR experiments

RNA from sputum and blood was analyzed on an Agilent TapeStation 4200 (Agilent Technologies) using the RNA High Sensitivity assay. Only samples with ribosomal integrity numbers (RIN) values above 7.0 were considered for library preparation. Samples from blood and sputum were processed as one batch respectively. RNA samples were prepared for mRNA-Sequencing by the University of Connecticut Genomic Core Facility (Institute for System Genomics) using the Illumina TruSeq Stranded mRNA Sample Preparation kit, following the manufacturer’s protocol. Samples were combined into one sequencing pool and run as one sample on an Illumina HiSeq 2500 as paired end 100 bp reads. 100 ng of sputum RNA was reversed transcribed to synthesize cDNA to then perform real time PCR using Applied BioSystems 7900HT system as directed by manufacturer. Commercially available primer/probes were used for validation (see Supplemental Table 1). Relative levels of each gene were normalized against four control genes (*HPRT*, *18s*, *ACTIN* and *GAPDH*). All sequencing data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE223736.

### Statistical analysis and bioinformatics approach

Participant characteristics were analyzed using chi-square for categorical variables and non-parametric methods for continuous variables. A two-tail p < 0.05 was considered significant. For differential gene expression an adjusted (Benjamini and Hochberg [BH] method) p-value of ≤ 0.05 was considered significant. Quality control of the fastq files was performed using FASTQC [22]. BBDuk [23] was used to remove hemoglobin contamination from the blood samples. The reads were mapped to gencode.v38 release (GRCh38.p13 Release 38) using Salmon [24]. R version 4.1.2 was used for the statistical analysis [25]. For the analysis of the qRT-PCR we log-transformed and plotted the data as a heatmap using R software pheatmap package (Version 1.0.12). R packages DESeq2 (1.32.0), tximport (1.20.0), Salmon (version 1.5.2) and WGCNA (1.4.1717) 26–29 were used for quantification and analysis of the RNA-sequencing data. A cut-off of 95% quantile was used to subset the genes for Weighted Gene Co-expression Network Analysis (WGCNA). WGCNA was performed in a signed network and soft thresholds to the similarity matrix with the best power chosen to simulate a scale free network. Three WGCNA were performed using the differentially gene expression of the following three comparisons: (1) E-cigarettes vs. controls, (2) Cigarette vs. controls and (3) Cigarette vs. E-cigarettes. The gene clusters/modules from the WGCNA were further related with the metadata and phenotypical characteristics of interest, including eCO level, cotinine exposure, pulmonary function tests and cell counts in both blood and sputum. Canonical pathways were generated through the use of Ingenuity Pathway Analysis® (IPA) (Qiagen) [30].

## Results

### Population and biological samples

#### Study participants

A total of 65 participant were enrolled in our study [18]. Details and demographic characteristics of this entire cohort have been reported elsewhere [13]. Adequate (i.e., less than 10% squamous cells) sputum samples were obtained from 33 subjects. Good quality RNA (RIN ≥ 7) was obtained from 23 samples, which were matched with whole blood RNAs (also RIN ≥ 7) from the same subjects to comprise our final study cohort (Fig. 1). The demographic characteristics of these 23 subjects are presented in Table 1. Nine subjects used e-cigarettes exclusively daily with a median of 2 years, while 8 subjects were exclusive daily conventional smokers with a median of 13 pack-years. There were no significant differences among groups with respect to age, marital status, race, oxygen saturation, or systolic blood pressure. We did not find any significant differences in the selected inflammatory markers (cytokines) measured in the population in both sputum and serum (Supplemental Table 2). As expected, cigarettes smokers (CS) had significantly higher eCO levels when compared to e-cigarette users and controls (Median 11.0 vs. 1.1 and 1.5 ppm respectively [p = 0.004]). All subjects had normal and comparable airflow as measured by spirometry. Serum cotinine and nicotine dependence, assessed using the PENN (E) Cigarette Dependence Index, were similar for e-cigarette users and CS (Median 95.3 vs. 68.2 and 5.0 [p = 0.271] and 15.5 vs. 15.0 [p = 0.532] respectively). Among E-cigarette users, six used 4th generation e-cigarettes, including JUUL®, and all reported using “e-juice” containing nicotine concentrations greater than 10 mg/ml. Menthol and fruity flavors were the most common flavors reported, with four subjects using each (Supplemental Table 3).

**Table 1:** Characteristics of the study participants with matched RNA-seq data from sputum

	Cigarette Smokers (8)	E-cigarette Users (11)	Controls (4)	p-value
Age (years)	32.50 [26.50, 43.25]	24.00 [21.50, 28.50]	29.00 [25.75, 37.00]	0.125
Female/Male	2/6 (25.0/75.0)	2/9 (18.2/81.8)	1/3 (25.0/75.0)	1
White Race	7 (87.5)	11 (100.0)	3 (75.0)	0.15
Never Married	5 (62.5)	8 ( 72.7)	3 (75.0)	1
Body Mass Index	25.47 [22.52, 31.75]	24.71 [23.68, 34.37]	24.22 [21.02, 28.36]	0.606
Heart Rate	77.00 (16.91)	73.00 (7.92)	71.25 (8.30)	0.676
Systolic Blood Pressure*	118.75 (9.19)	127.82 (10.84)	120.25 (19.33)	0.252
Diastolic Blood Pressure*	74.62 (6.25)	78.00 (8.65)	75.00 (11.22)	0.653
Oxygen Saturation (%)	97.88 (1.25)	98.73 (1.49)	99.50 (0.58)	0.134
Carbon Monoxide (ppm)	11.00 [7.75, 15.75]	1.10 [1.00, 2.50]	1.50 [1.00, 2.00]	0.004
PENN Score**	15.50 [13.50, 18.00]	15.00 [13.50, 16.00]	-	0.532
Serum Cotinine (ng/ml)	95.25 [89.95, 97.45]	68.15 [20.08, 91.78]	5.00 [5.00, 43.65]	0.09
FEV1 (% Predicted)	91.50 [89.25, 95.00]	101.00 [87.50, 106.50]	96.00 [87.50, 104.75]	0.577
FVC (% Predicted)	91.50 [86.00, 100.25]	99.00 [88.50, 111.00]	93.50 [86.25, 100.50]	0.481
FEV1/FVC Ratio	78.50 [71.75, 84.50]	81.00 [78.50, 87.00]	83.50 [80.50, 87.50]	0.573

Continues variables presented as median and interquartile range [IQR] and Categorical variables presented as count and percentage (%)

* mmHg **Penn State (e) cigarette dependence index not assessed in controls, p-value represents Wilcoxon rank-sum test

#### Blood sample characteristics

Controls had a lower proportion of circulating neutrophils when compared to CS (60.9 vs. 48.3% [p = 0.028]) and e-cigarette users (60.9 vs. 55.9% [p = 0.043]) but a three-group comparison was not significant (Table 2). There were no other significant differences among other circulating blood cells, total white blood cells (WBCs), platelet count or hemoglobin concentration.

**Table 2:** Blood and Sputum cell counts with differential cell populations

	Cigarette Smokers (8)	E-cigarette Users (11)	Controls (4)	p-value
**Blood Measurements**				
Hemoglobin (mg/dl)	14.25 [13.78, 15.53]	15.20 [13.85, 15.95]	14.35 [13.65, 15.13]	0.846
Hematocrit (%)	42.2 [40.88, 44.75]	44.9 [41.65, 47.25]	42.35 [31.31, 44.85]	0.651
Platelet Count * 10^3/mcL	251.0 [221.00, 273.75]	263.0 [240.50, 307.50]	209.5 [202.25, 240.00]	0.509
White Cell Count * 10^3/mcL	7.9 [6.20, 8.88]	5.9 [4.45, 7.25]	4.5 [4.00, 5.05]	0.118
Neutrophils (%)	60.90 [53.25, 67.38]	55.90 [53.50, 62.10]	48.25 [44.27, 50.88]	0.061
Lymphocytes (%)	27.35 [21.03, 34.83]	29.40 [27.75, 31.25]	38.1 [33.38, 43.23]	0.083
Monocytes (%)	7.7 [5.12, 8.47]	9.9 [7.70, 10.55]	9.55 [7.27, 12.05]	0.096
Eosinophils (%)	2.85 [2.05, 3.70]	1.9 [1.40, 3.10]	3.4 [2.88, 4.18]	0.352
Basophils (%)	0.55 [0.48, 0.60]	0.7 [0.55, 0.85]	0.7 [0.67, 0.97]	0.088
**Sputum Measurements**				
Sputum Plug Weight (mg)	125.0 [67.50, 175.00]	130.0 [60.00, 240.00]	80.0 [30.02, 120.00]	0.342
Cell Viability (%)	95.0 [92.25, 97.25]	96.4 [95.00, 97.75]	96.0 [95.75, 96.92]	0.459
Total Cells *10^6/g	4.92 [4.48, 6.87]	6.46 [3.02, 23.72]	6.83 [4.46, 14.16]	0.81
Neutrophils (%)	22.75 [17.25, 38.65]	25.0 [15.00, 41.00]	26.2 [21.05, 32.92]	0.876
Macrophages (%)	71.0 [58.50, 78.25]	68.3 [49.50, 79.00]	67.35 [62.90, 72.78]	0.949
Lymphocytes (%)	0.0 [0.00, 0.15]	0.25 [0.00, 1.00]	0.0 [0.00, 0.40]	0.572
Eosinophils (%)	0.7 [0.30, 1.00]	0.25 [0.00, 1.00]	0.0 [0.00, 1.00]	0.538
Epithelial cells (%)	1.20 [0.48, 2.60]	1.00 [0.25, 2.85]	0.0 [0.00, 0.00]	0.108

% Percent of the cell populations presented as median and interquartile range [IQR]

#### Characteristics of Induced Sputum

Although the amount of sputum produced and processed from healthy controls tended to be lower (Median 80.0 mg) than that from CS (125 mg) and e-cigarette users (130 mg), this was not statistically significant (Table 2). Similarly, there were no differences in total number of cells, viability, or proportion of neutrophils, macrophages, lymphocytes, eosinophils, and bronchial epithelial cells which is consistent with what other studies have reported [31], [32].

#### RNA-Seq Quality Control

Quality control of the RNA-Seq data was acceptable for all whole blood (hereinafter referred to as blood) samples except from one e-cigarette user, which was removed from further analysis (Fig. 2A). 

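Whole blood RNA of 8 CS, 11 e-cigarette users and 4 controls was measured by RNA sequencing, with 1 library per participant. The kit captured polyadenylated RNA and kept its strand, and the blood libraries were handled as 1 batch. The authors removed reads of hemoglobin with BBDuk before they counted transcripts, so hemoglobin genes are not measured in these values. They assigned the remaining reads to the transcripts of gencode 38 with Salmon 1.5.2 and summed them to genes with tximport 1.20.0. The deposited values are in TPM, transcript counts corrected for length and scaled to the same total in every library, so the depth behind each value is unknown. A median of 14467 genes per library reached 1 TPM in CS (range 13699 to 15215), 14801 in e-cigarette users (13789 to 15599) and 14960 in controls (14725 to 15131). The 10 most abundant genes took 10.9%, 10.4% and 10.4% of all TPM in the same order. Pearson correlations of log2 values between pairs of blood libraries ranged from 0.915 to 0.977. The study compared 8 CS, 8 e-cigarette users and 4 controls in blood, but the labels do not say which e-cigarette libraries it left out, so all 11 were used here. Y-linked genes, XIST and TSIX were left out, which kept 59754 genes, and the 19373 genes with at least 0.5 TPM in at least 4 libraries were tested. Each gene was tested with limma 3.58.1 on log2(TPM + 0.5), two-sided, and was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Fold changes on this scale understate the change of genes with low values. In data simulated from these libraries, noise was drawn independently for each gene, and changes were added on the log2 scale to genes with a mean of at least 1 TPM. Genes in the real libraries vary together, so the shares below need not hold for them. The test recovered 42.6%, 57.4% and 70.6% of genes given a log2 fold change of 1 in CS against controls, e-cigarette users against controls, and CS against e-cigarette users. For a log2 fold change of 2 it recovered 81.8%, 90.9% and 92.4%, and of its calls over all simulated changes, of 1, 2 and 4, 6.37%, 2.94% and 6.42% were false. No component of the 500 most variable blood genes separated the 3 groups (permutation test of the Kruskal-Wallis statistic over 5 components, smallest adjusted p = 0.659).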

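Induced sputum from 8 CS, 11 e-cigarette users and 4 controls gave 23 libraries, 1 per participant, which were also handled as 1 batch. The authors made the sputum values as they made the blood values, apart from the removal of hemoglobin reads, and each tissue was normalized separately. A median of 13504.5 genes reached 1 TPM in CS (range 13081 to 14410), 13390 in e-cigarette users (12985 to 13863) and 13553 in controls (12990 to 14021). The 10 most abundant genes took 17.04%, 17.15% and 17.16% of all TPM in these groups. Correlations of log2 values between pairs of sputum libraries ranged from 0.892 to 0.974. The study compared 8 CS, 9 e-cigarette users and 4 controls in sputum, and all 11 deposited e-cigarette libraries were used here because the labels do not mark the ones it left out. The filter on low values kept 17678 genes in sputum. Sputum data were simulated in the same way, with the same limit. In them a log2 fold change of 1 was recovered for 39.7% of genes in CS against controls, 58.8% in e-cigarette users against controls and 63.2% in CS against e-cigarette users. At a log2 fold change of 2 these shares were 83.3%, 89.4% and 97.0%, and over all simulated changes 5.19%, 7.39% and 3.35% of calls were false. Gene lists for pathways and cell type markers were fixed before the data were examined and tested with camera of limma at a preset correlation of 0.01, adjusted over the 38 lists of each comparison. Lists that passed were tested again with the correlation between genes estimated from the libraries.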

RNA-Seq quality controls showed that all sputum samples were acceptable for further analysis. 

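CYP1B1 and AHRR, both induced through the aryl hydrocarbon receptor, were high in the sputum of CS and low in that of controls. In e-cigarette users their spread exceeded their mean, with CYP1B1 at 18.0 ± 38.7 TPM and AHRR at 2.17 ± 3.76 TPM (SD, n = 11). The second principal component of the 500 most variable sputum genes held 13.4% of the variance and separated the 3 groups (permutation test of the Kruskal-Wallis statistic, p = 0.00294, adjusted p = 0.0147 over 5 components). On it, 6 of 8 CS, 3 of 11 e-cigarette users and 0 of 4 controls lay on the smokers' side of the midpoint between the medians of CS and controls. With 1000 genes, 5 of 11 e-cigarette libraries lay on that side of the second component and 1 of 11 on that side of the fourth (permutation test, adjusted p = 0.0359 for both). With all genes 4 of 11 lay on that side of the third (adjusted p = 0.0497, permutation test). The number of e-cigarette libraries on the smokers' side therefore depended on the genes and the component used. A side of 1 component is a looser measure than the clustering in the paper's plot.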

Surprisingly, principal component analysis showed that two e-cigarette user samples clustered with CS. Although these subjects identified as exclusive e-cigarette users, their eCO levels were greater than 4 ppm (9 and 19 ppm), suggesting in retrospect that they are dual users. Thus, these subject samples were also removed from further transcriptomic analysis (Fig. 2B).

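The difference in CYP1B1, AHRR and SEMA6B between CS and e-cigarette users kept its direction whichever e-cigarette libraries were left out. Over all 55 ways of leaving out 2 of the 11 e-cigarette sputum libraries, the log2 fold change of CYP1B1 in CS against e-cigarette users ranged from 4.47 to 5.99, that of AHRR from 2.85 to 3.79 and that of SEMA6B from 2.07 to 2.68. Where each was smallest, none was called by limma (adjusted p = 0.111, 0.0882 and 0.0602). The number of called genes ranged from 0 to 150 with a median of 4, and 42 of the 55 choices gave at least 1 call. From the exhaled carbon monoxide of the 2 participants whose sputum lay with that of CS, the paper proposes that they were dual users and leaves out both.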

**Fig. 2:**
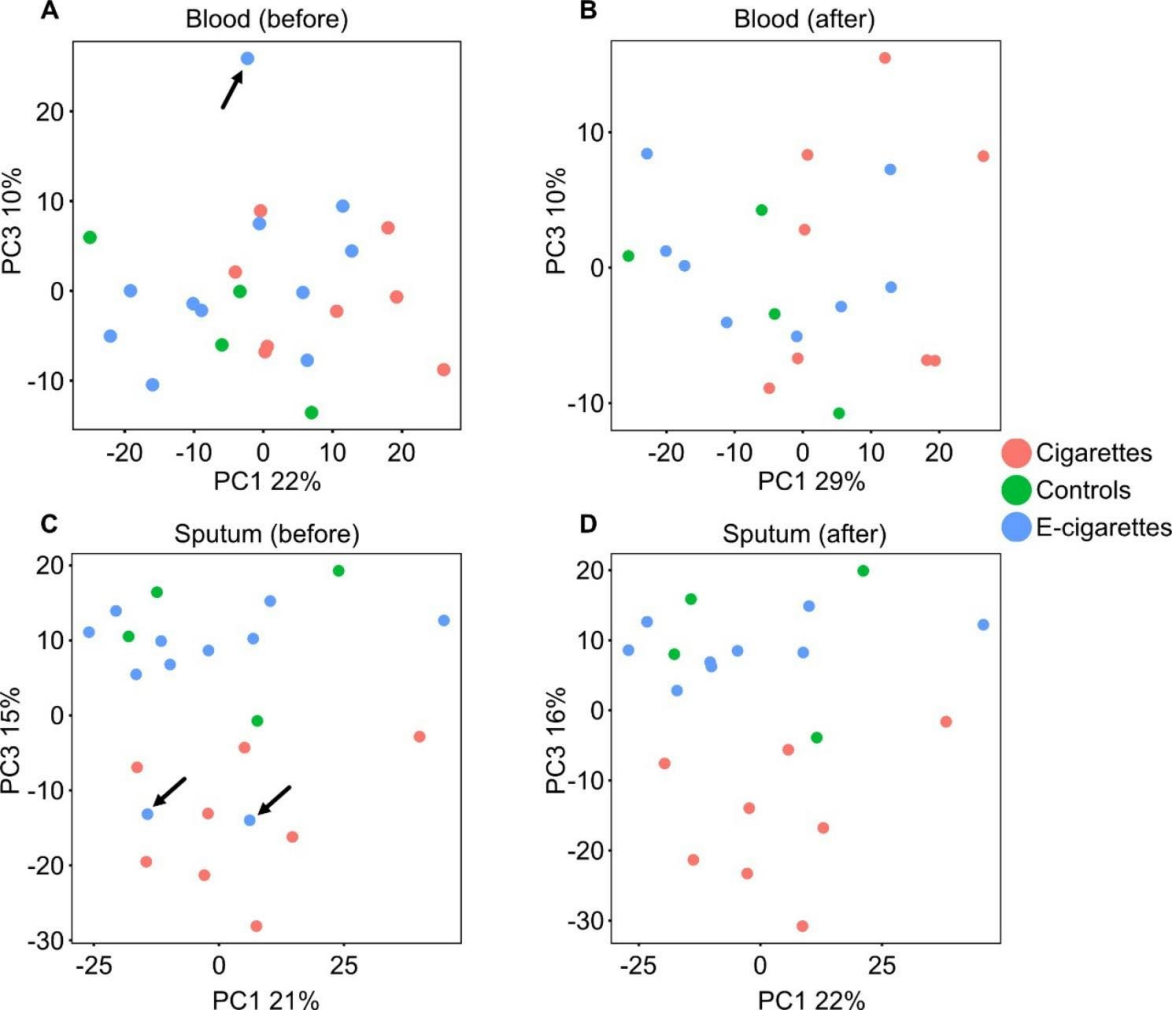
Principal component analysis reveals outliers and dual users. Principal component analysis (PCA) of RNA-Seq data from all (A) blood samples and (C) sputum samples. (A) A single e-cigarette blood sample was deemed as an outlier (black arrow) and excluded from further blood analysis (note this sample was retained in the sputum group). (C) Two sputum samples from e-cigarette users (black arrows) were observed to cluster with samples from smokers. Analysis of exhaled carbon monoxide in these subjects reveled levels of more than 5 ppm, suggesting that they likely were dual e-cigarette and tobacco users. Samples from these subjects were excluded from further analysis for both blood and sputum. PCA plots for (B) blood and (D) sputum following exclusion of outliers and dual users

### Transcriptomic differences in blood

#### Differentially expressed genes in blood

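UTS2, which encodes the vasoactive peptide urotensin 2, was the 1 gene called over the 3 groups in blood. UTS2 (ENSG00000049247.14, chromosome 1 of GRCh38 from 7843083 to 7853512) was at 0.477 ± 0.411 TPM in CS (SD, n = 8), 1.48 ± 0.653 TPM in e-cigarette users (SD, n = 11) and 9.13 ± 8.00 TPM in controls (SD, n = 4). Its adjusted p over 19373 genes was 0.0294 from the F test of limma. At an unadjusted p under 0.05 there were 1403 genes, and in 1225 of them the change against controls was larger in CS than in e-cigarette users. UTS2 was no longer called with a pseudocount of 0.1 (smallest adjusted p over all genes 0.119), with median-of-ratios scaling (0.0886), with array quality weights (0.0863), with a neutrophil score as a covariate (0.0622) or without control replicate 4 (0.210). Without control replicate 1 a different gene was called in its place, and with 3 e-cigarette libraries left out, as in the study, 0 of 100 random choices called any gene.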

A three-group comparison (Likelihood Ratio Test [LRT]) showed 16 differentially expressed genes (DEGs) (Supplemental Table 4). 

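RMRP was listed at 0 in the blood of all 11 e-cigarette users, 4 of 8 CS and 3 of 4 controls, and IGHV7-4-1 had a positive and CBSL a negative log2 fold change in CS against e-cigarette users. RMRP, the RNA component of the RNase MRP complex, was at 11.6 ± 13.6 TPM in CS (SD, n = 8) and 13.4 ± 26.9 TPM in controls (SD, n = 4). No fold change is given for RMRP against a group at 0, and it did not pass between CS and e-cigarette users (adjusted p = 0.595 from limma). The files hold 2 entries for RMRP on chromosome 9 that overlap almost completely, from 35657751 to 35658018 and from 35657754 to 35658017. The other entry of RMRP was at 8.64 ± 10.3, 19 ± 7.69 and 14.5 ± 14.0 TPM in CS, e-cigarette users and controls, and the sum of both at 20.2 ± 7.99, 19 ± 7.69 and 27.9 ± 20.0 TPM. The log2 fold change of the RMRP sum was 0.08 (standard error 0.26), smaller than its error. IGHV7-4-1, an immunoglobulin variable segment, had a log2 fold change of 1.83 (standard error 0.68), SAMD14 of 0.96 (0.36) and ATF5 of 0.31 (0.16). CBSL, a near copy of the CBS gene of sulfur amino acid metabolism, had a log2 fold change of -1.38 (standard error 0.30, adjusted p = 0.430), HERC2P2 of -0.89 (0.26) and WDR27 of -0.60 (0.22). None of these genes passed the test over all genes, and SIX4 and 1 further gene of the study's list were below the filter on low values. Reads of CBSL, HERC2P2 and IGHV7-4-1 can also match near-identical genes, so their values are uncertain.

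**Figure D1:**
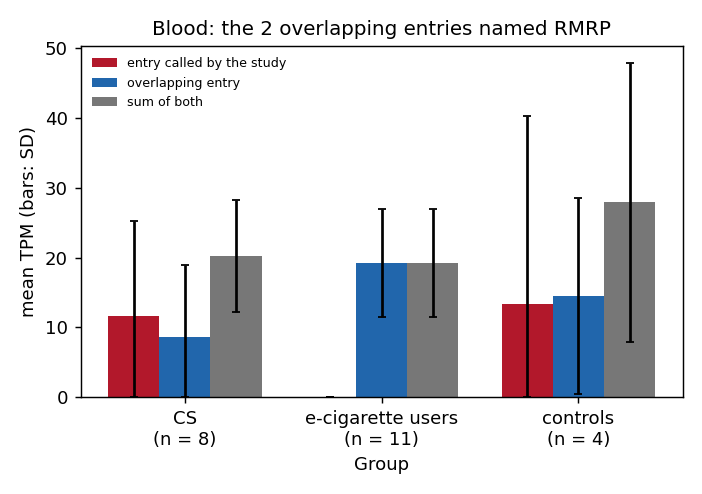
RMRP in blood of CS, e-cigarette users and controls, as mean TPM (vertical axis) with bars of 1 SD, for the entry the study names, the entry that overlaps it and their sum. The named entry is at 0 in e-cigarette users, while the sums of 20.2 TPM in CS and 19 TPM in e-cigarette users differ by less than their SD.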

Eleven genes (*RMRP, LCN8, RBPMS2, WASHC1, ZNF703, STON2, IGHV7-4-1, ICAM4, CHRNA2, SAMD14, ATF5*) were overexpressed and 5 genes (*WDR27, CBSL, RP11-807H22.10, SIX4, HERC2P2*) were underexpressed. No specific biological pathways were overrepresented with this set of genes.

#### DEGs in the blood of E-cigarette users vs. controls

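No gene passed the test between the blood of 11 e-cigarette users and 4 controls, where limma called 0 of 19373 genes with a smallest adjusted p of 0.502. At an unadjusted p under 0.05, 231 genes were higher and 196 lower in e-cigarette users. All values of 11 genes lay on opposite sides in the 2 groups, a smaller share than the 0.147% of all genes that chance alone would give. Of the 7 genes the study lists for this comparison, 7 had the direction it gives and 5 had an unadjusted p under 0.05. Leaving out 3 e-cigarette libraries, as the study did, called 1 gene in 1 of 100 random choices and none in the others.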

Comparison of e-cigarette users and controls revealed 7 DEGs in blood (Fig. 3A-B, Supplemental Table 4). Three genes (*UTS2*, *IGHG3*, and *IGLC3*) were underexpressed, while 4 (*PI4KAP1*, *RNF112*, *TG*, and *IQSEC3*) were overexpressed in e-cigarette users. 

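On the scale of log2(TPM + 0.5), UTS2 had the most negative log2 fold change of these 7 genes, at -1.89 (standard error 0.42). PI4KAP1 had the most positive, at 1.21 (0.32), in e-cigarette users against controls. The log2 ratio of mean TPM was 1.34 for PI4KAP1, 1.80 for RNF112, 2.06 for TG and 2.61 for IQSEC3. The order of the higher genes therefore depends on the scale. PI4KAP1, a pseudogene related to phosphatidylinositol 4-kinase alpha, was at 24 ± 9.45 TPM in e-cigarette users (SD, n = 11) and 9.61 ± 2.18 TPM in controls (SD, n = 4). RNF112 was at 0.848 ± 0.431 TPM in e-cigarette users and 0.243 ± 0.0819 TPM in controls, a log2 fold change of 0.80 (standard error 0.25). TG, which encodes thyroglobulin, had a log2 fold change of 0.87 (standard error 0.24) and IQSEC3, an exchange factor for ARF proteins, of 1.04 (0.33). The immunoglobulin constant genes IGHG3 and IGLC3 had log2 fold changes of -0.99 (standard error 0.69) and -0.98 (0.51). IGHG3 was at 33.9 TPM in e-cigarette users and 81.4 TPM in controls, with an SD larger than the mean in both groups. The adjusted p of all 7 genes was 1.00 from limma. Immunoglobulin genes and PI4KAP1 have close relatives in the genome, so reads assigned to them are uncertain.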

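Markers of NK and cytotoxic cells were higher, and interferon response and cytosolic ribosomal protein genes lower, in the blood of e-cigarette users than of controls at the preset correlation. In all, 9 of 38 lists passed, 4 higher and 5 lower, and none passed with an estimated correlation (adjusted p = 0.987 for each). The NK and cytotoxic cell list had a median log2 fold change of 0.46 (adjusted p = 9.57e-06 from camera), with GNLY, a granule protein of killer cells, at 0.94 (standard error 0.29) and NKG7 at 0.63 (0.35). The interferon list had a median of -0.26 (adjusted p = 1.93e-05), with RSAD2 at -1.15 (standard error 0.64) and IFIT1 at -0.94 (0.55). Ribosomal protein genes had a median of -0.19 (adjusted p = 0.000262), with RPL30 at -0.43 (standard error 0.37), and B cell markers of -0.22 (adjusted p = 0.00657), with FCRL2 at -0.53 (0.31). T cell markers had a median of 0.12 (adjusted p = 0.0321), proliferation genes of 0.13 (adjusted p = 0.0238), MHC class II genes of -0.14 (adjusted p = 0.0286) and red cell markers of -0.34 (adjusted p = 0.0238). No single member of these lists was called over all genes.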

Similar to the above comparison there were no specific biological pathways overrepresented with these genes.

**Fig. 3:**
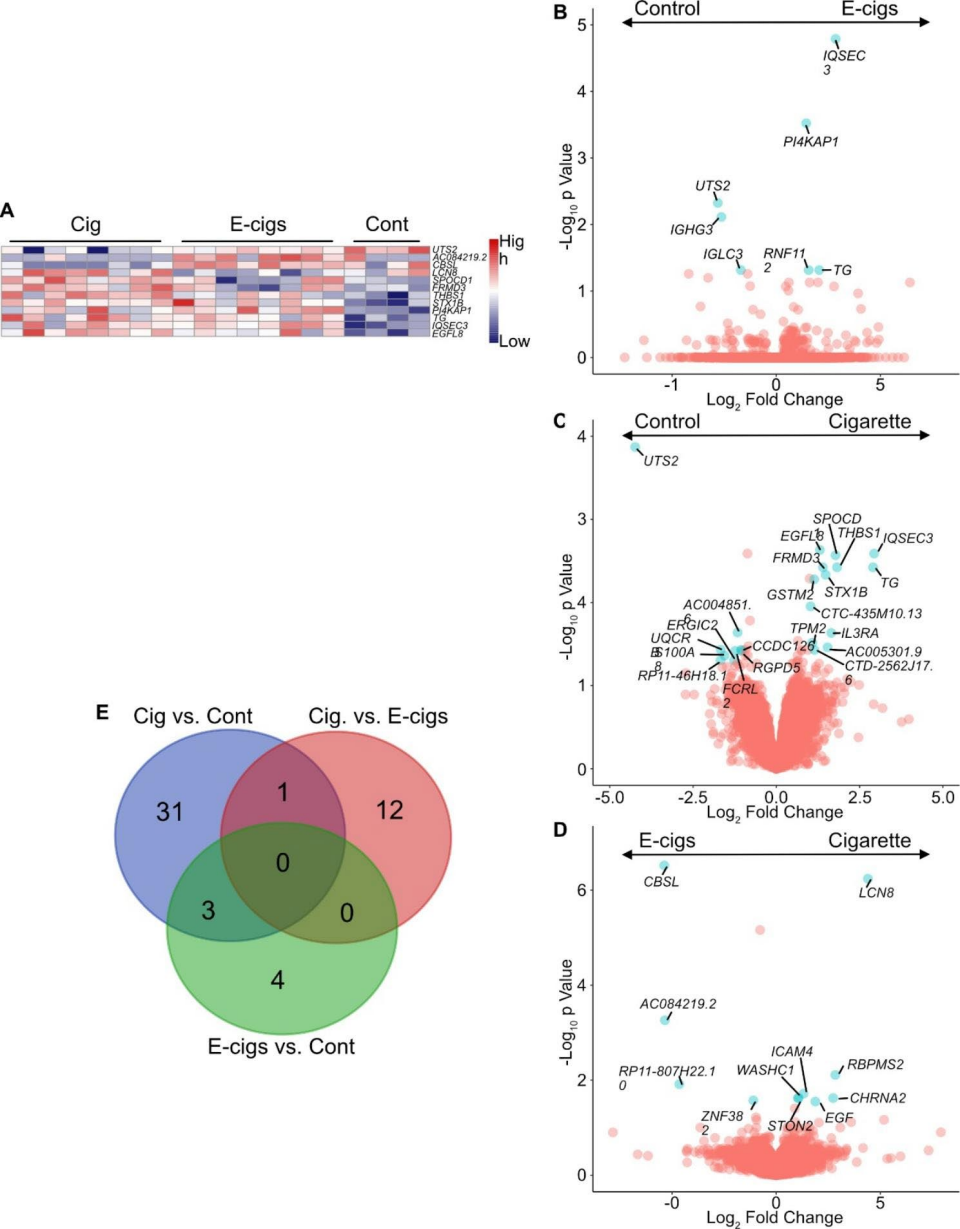
Increased numbers of differentially expressed genes in the blood of cigarettes smokers vs. e-cigarette users. (A) Heatmap showing significant (log2 fold change |≥1 and p≤ 0.005) combined genes from pairwise comparisons in blood (cigarette smokers, Cig; e-cigarette users, E-cigs; and controls, Cont). (B, C and E) Volcano plots of DEGs in blood from pairwise comparisons between (B) e-cigarette users (E-cigs) and controls, (C) cigarette smokers and controls, and (E) cigarette smokers and E-cigarette users (E-cigs). (D) Venn diagram representing the number of DEGs that overlap between each comparison

#### DEGS in the blood of cigarette smokers vs. controls

In contrast to the e-cigarettes vs. controls, CS had a more robust effect on blood gene expression with 35 DEGs (Supplement Table 4; Fig. 3A C). Three of these (*IQSEC3*, *TG* and *UTS2*) also were differentially expressed in the comparison between e-cigarette users and controls (Fig. 3D). Expression of these genes correlated with the use of tobacco products, with *IQSEC3* and *TG* overexpressed and *UTS2* underexpressed in blood of tobacco product users as compared to controls (Fig. 3B-C).

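Markers of platelets and the genes encoded by mitochondrial DNA were higher, and cytosolic ribosomal protein and B cell genes lower, in the blood of CS than of controls at the preset correlation. With an estimated correlation none of these passed (adjusted p = 0.548 for platelets and for mitochondrial genes, 0.674 for ribosomal and B cell genes). The paper reports a higher share of neutrophils in the blood of CS than of controls, and its median share of lymphocytes is lower in CS. These list tests made no allowance for cell shares. Platelet markers had a median log2 fold change of 1.06 over 20 genes (adjusted p = 2.9e-11 from camera, and adjusted p = 0.548 with an estimated correlation), with MYL9 at 1.69 (standard error 0.51), SPARC at 1.48 (0.52) and SELP at 0.92 (0.28). None of the 20 was called over all genes, and 12 were higher when adjusted over the list alone. The 13 mitochondrially encoded genes had a median of 0.94 (adjusted p = 2.1e-09), with MT-ND4 at 1.04 (standard error 0.39). Ribosomal protein genes had a median of -0.48 (adjusted p = 2.26e-10), with RPL26 at -1.97 (standard error 0.62), and B cell markers of -0.41 (adjusted p = 0.00166), with MS4A1 at -1.06 (0.33). Plasma cell markers had a median of -0.49 (adjusted p = 0.0439) and nuclear respiratory chain genes of -0.145 (adjusted p = 0.0439), both with an estimated correlation adjusted p = 0.741. Over single genes limma called 0 of 19373 (smallest adjusted p = 0.410), with 912 higher and 1299 lower in CS at an unadjusted p under 0.05. The median log2 fold change over all genes was -0.0755, and -0.00934 with median-of-ratios scaling, so the excess of lower genes may depend on the scaling. The study's 35 genes for this comparison all had the direction it gives, 20 higher and 15 lower, and all 35 had an unadjusted p under 0.05. Those 35 genes were chosen on these samples, so their direction is not independent evidence. In 251 genes no value of CS overlapped those of controls, where chance gives 0.404% of genes.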

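Genes that differed in CS tended to differ in the same direction in e-cigarette users, but the correlation was far smaller without shared controls. Across 19373 blood genes, the log2 fold changes against controls in CS and in e-cigarette users had a correlation of 0.666. Simulations with no group effect that kept the shared 4 controls gave a mean correlation of 0.689 and a maximum of 0.884, and the covariance was 0.0752, against 0.0753 in the simulations. The simulations shuffled libraries over all groups, so they need not have the spread of these controls. With the controls split into 2 separate pairs, 1 for each comparison, the correlation was 0.142 on average (0.0750 to 0.207 over 3 splits). The covariance was then 0.0238 on average, so a small change common to both groups stays open. These correlations are across genes, which are not independent replicates. The number of genes called in both comparisons was 0, since limma called none in either.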

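IQSEC3 and TG were higher and UTS2 lower in the blood of CS than of controls, as far as group means go. IQSEC3 was at 1.12 ± 0.767 TPM in CS (SD, n = 8), 0.965 ± 0.591 TPM in e-cigarette users (SD, n = 11) and 0.158 ± 0.0924 TPM in controls (SD, n = 4). TG was at 1.38 ± 1.15, 0.791 ± 0.372 and 0.190 ± 0.126 TPM in the same groups. The log2 fold change in CS against controls was 1.17 for IQSEC3 (standard error 0.33, adjusted p = 0.429 from limma), 1.24 for TG (0.41, adjusted p = 0.429) and -2.96 for UTS2 (0.51, adjusted p = 0.410). Every CS value of UTS2 was below every control value. UTS2 was called between CS and controls with 1 fit over all 3 groups (adjusted p = 0.00572).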

#### DEGS in the blood of cigarette smokers vs. E-cigarette users

Comparison of CS to e-cigarette users revealed 13 DEGs (see supplemental Tables 4, Fig. 3E). 

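The 11 of the 13 genes the study lists for this comparison that could be tested here had the direction it gives, and each had an unadjusted p under 0.05. They were chosen on these samples, so the direction is not independent evidence. Over all 19373 genes limma called 0 (smallest adjusted p = 0.430), with 477 higher and 1098 lower in CS than in e-cigarette users at an unadjusted p under 0.05. The median log2 fold change over all genes was -0.0727, and -0.00768 with median-of-ratios scaling, so the excess of lower genes may depend on the scaling. In the authors' deposited table for this comparison, made with DESeq2 from counts, the paper's authors list 15 genes with an adjusted p of 0.05 or less. Of these, 13 were tested here and 13 had the same direction. Leaving out 3 e-cigarette libraries at random gave at least 1 call in 10 of 100 choices and 2 calls at most, and CBSL was called at the lowest of its log2 fold changes, -1.76 (adjusted p = 0.0110).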

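LCN8, a lipocalin, and ICAM4, an adhesion molecule of red cells, had the smallest p among the genes the study lists as higher in CS than in e-cigarette users. LCN8 was at 2.02 ± 1.68 TPM in CS (SD, n = 8) and 0.129 ± 0.149 TPM in e-cigarette users (SD, n = 11), a log2 fold change of 1.66 (standard error 0.35, adjusted p = 0.430 from limma). ICAM4 was at 10.3 ± 2.67 and 4.99 ± 2.28 TPM, a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.430). RBPMS2 had a log2 fold change of 1.07 (standard error 0.35), WASHC1, a subunit of the WASH actin complex, of 0.80 (0.21), and CHRNA2, a nicotinic acetylcholine receptor subunit, of 0.77 (0.19). STON2 had a log2 fold change of 0.51 (standard error 0.16). EGF, a growth factor stored in platelets, was at 1.38 TPM in CS and 0.487 TPM in e-cigarette users, a log2 fold change of 0.83 (standard error 0.25). The adjusted p of these 5 genes was 0.595. WASHC1 belongs to a family of near-identical copies, so its reads are uncertain.

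**Figure D2:**
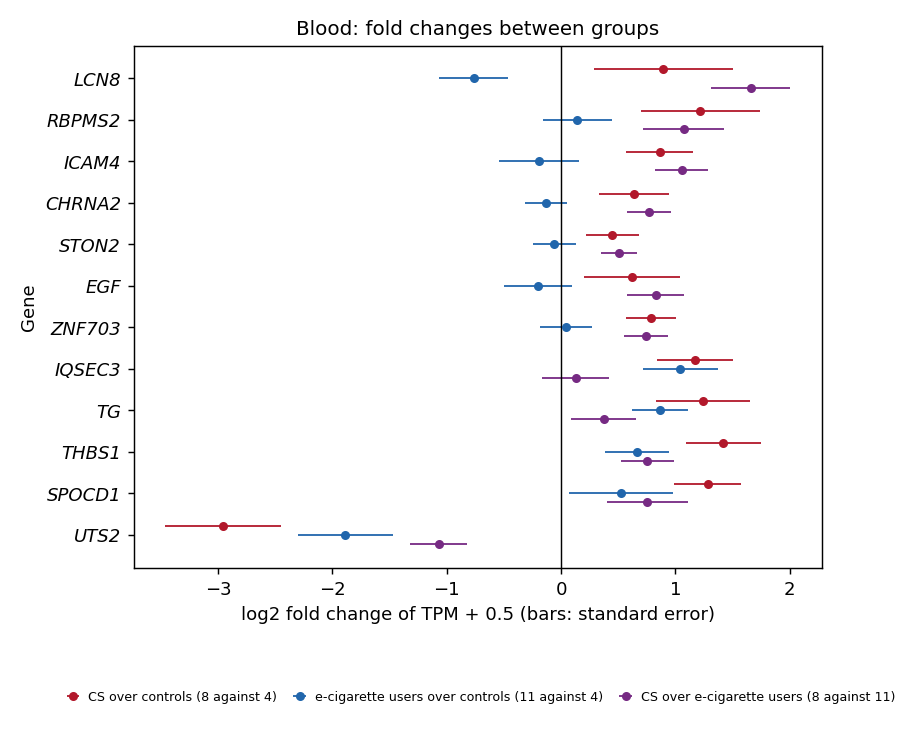
Log2 fold changes in blood (horizontal axis) of the genes the study names, in CS against controls, e-cigarette users against controls and CS against e-cigarette users, with bars of 1 standard error. LCN8 and ICAM4 stand at 1.66 and 1.06 in CS against e-cigarette users, and UTS2 at -2.96 in CS against controls.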

Eight genes were overexpressed (*LCN8, RBPMS2, ICAM4, CHRNA2, STON2, WASHC1, EGF, ZNF703*) in the blood of CS when compared to e-cigarette users. Zinc Finger Protein 703 (*ZNF703*) also was overexpressed in CS compared to controls (Fig. 3D). 

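ZNF703, a transcriptional repressor, was at 6.04 ± 1.73 TPM in the blood of CS (SD, n = 8), 3.44 ± 1.14 TPM in e-cigarette users (SD, n = 11) and 3.18 ± 0.314 TPM in controls (SD, n = 4). ZNF703 lies on chromosome 8 from 37695782 to 37700019. Its log2 fold change was 0.74 in CS against e-cigarette users (standard error 0.19, adjusted p = 0.595 from limma) and 0.79 against controls (0.22, adjusted p = 0.429). All 8 CS lay above the mean of e-cigarette users, and every CS value of ZNF703 above every control value.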

Although no biological pathways were enriched by these genes, in the blood CS had greater transcriptomic changes than e-cigarette users and controls.

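Platelet markers, mitochondrially encoded genes and interferon response genes were higher in the blood of CS than of e-cigarette users at the preset correlation, and cytosolic ribosomal protein genes lower. Platelet markers had a median log2 fold change of 0.90 (adjusted p = 4.37e-17 from camera, and adjusted p = 0.328 with an estimated correlation), with CTTN at 1.18 (standard error 0.34) and SELP at 0.79 (0.24). None of the 20 platelet genes was called over all genes, and 15 were higher when adjusted over the list alone. Mitochondrially encoded genes had a median of 0.61 (adjusted p = 3.27e-10, and adjusted p = 0.422 with an estimated correlation), with MT-ND1 at 0.73 (standard error 0.30). Interferon response genes had a median of 0.20 (adjusted p = 0.000476, estimated correlation adjusted p = 0.570), with SIGLEC1 at 0.71 (0.33), and ribosomal protein genes of -0.29 (adjusted p = 0.00116, estimated correlation adjusted p = 0.756). The 9 lists that passed were 8 higher and 1 lower, and none passed with an estimated correlation. The paper states that CS had greater transcriptomic changes in blood than e-cigarette users and controls.

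**Figure D3:**
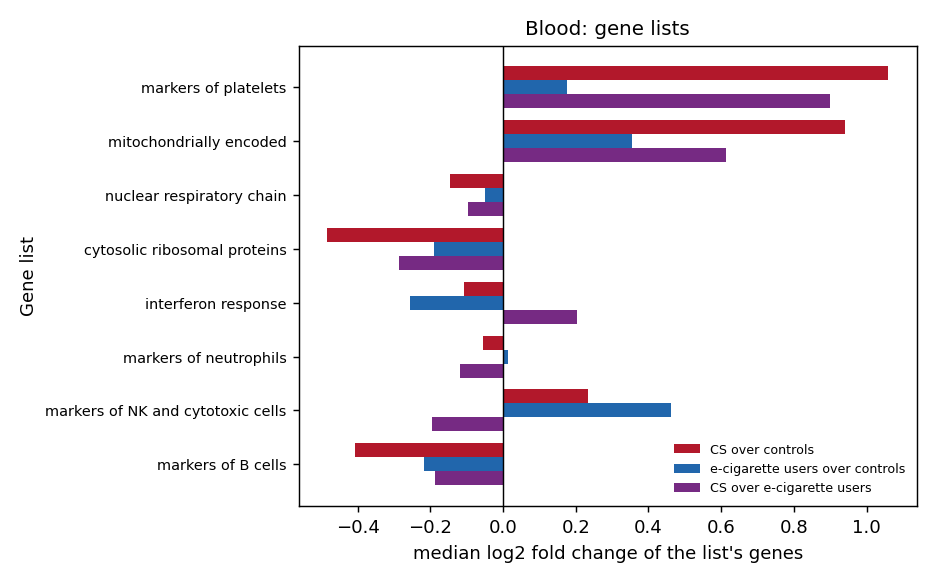
Median log2 fold change in blood (horizontal axis) of genes in lists fixed before the data were examined, as bars for CS against controls, e-cigarette users against controls and CS against e-cigarette users. Platelet markers stand at 1.06, 0.175 and 0.898, and mitochondrially encoded genes at 0.94, 0.356 and 0.614.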

### Transcriptomic differences in sputum

#### DEGs in the sputum

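AHRR and LRP5 had the smallest p over the 3 groups in sputum, followed by SEMA6B and CYP1B1, and all 4 were highest in CS. AHRR, the repressor of the aryl hydrocarbon receptor (ENSG00000063438.20, chromosome 5 from 321714 to 438291), was at 13.1 ± 4.73 TPM in CS (SD, n = 8) and 0.263 ± 0.204 TPM in controls (SD, n = 4). LRP5, a co-receptor of Wnt signaling, was at 5.34 ± 2.78 TPM in CS, 1.16 ± 0.984 TPM in e-cigarette users and 0.363 ± 0.223 TPM in controls. SEMA6B, a semaphorin on chromosome 19 from 4542593 to 4581776, was at 192 ± 49.5, 47.4 ± 37.7 and 30.2 ± 21.4 TPM in the same groups. The adjusted p from the F test of limma was 0.00325 for AHRR and LRP5, 0.00349 for SEMA6B and 0.00511 for CYP1B1. In all, 32 of 17678 genes were called over the 3 groups, and 1280 had an unadjusted p under 0.05. Without each control in turn the number was 38, 20, 14 and 19 for control replicates 1 to 4.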

Comparison of all 3 groups (LRT) revealed a total of 438 differentially expressed genes (Supplemental Table 4). 

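The 32 genes called over the 3 groups all had a larger change against controls in CS than in e-cigarette users. CS had the highest mean of the 3 groups for 23 of them, among them CYP1A1, RASAL1, ADORA2B and GCLM, and the lowest for 9, among them SKAP1, KLHDC8B and IFI27. IFI27, an interferon-induced gene, was at 83.7 ± 71.6 TPM in CS (SD, n = 8), 281 ± 178 TPM in e-cigarette users (SD, n = 11) and 642 ± 294 TPM in controls (SD, n = 4), with an adjusted p of 0.0256 from the F test. Of the 1280 genes with an unadjusted p under 0.05, 1075 had the larger change in CS. Whether the change in CS exceeded that in e-cigarette users is tested by the comparison of CS with e-cigarette users.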

And similar to the DEG analysis of the blood, these differences were driven mostly by CS.

#### DEGs in the sputum of E-cigarette users vs. controls

Only 2 genes were differentially expressed (*PMEL* and *TBC1D3F*) between e-cigarette users and controls (Fig. 4A-B). 

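Neither PMEL nor TBC1D3F passed the test between e-cigarette users and controls in sputum, where limma called 0 of 17678 genes (smallest adjusted p = 0.406). At an unadjusted p under 0.05, 213 genes were higher and 274 lower in e-cigarette users. In 10 genes no value of one group overlapped those of the other, a smaller share than the 0.147% of genes that chance gives. CYP1B1 and AHRR had log2 fold changes of 1.18 (standard error 1.15) and 0.94 (0.70) in e-cigarette users against controls, within about 1 to 2 errors of 0. Leaving out 2 e-cigarette libraries gave 0 calls in each of 55 choices, and without control replicate 4 there was 1 call.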

*PMEL*, a gene involved in lymphangioleiomyomatosis (LAM) [33] was underexpressed. 

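PMEL, which encodes a melanosome protein (ENSG00000185664.15, chromosome 12 from 55954105 to 55973317), was at 0.496 ± 0.350 TPM in e-cigarette users (SD, n = 11), 5.18 ± 7.45 TPM in controls (SD, n = 4) and 1.05 ± 1.81 TPM in CS (SD, n = 8). The log2 fold change of PMEL in e-cigarette users against controls was -1.63 (standard error 0.53), with an unadjusted p of 0.00671 and an adjusted p of 1.00 from limma. All 11 e-cigarette users lay below the mean of controls, and the SD of controls was larger than their mean.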

*TBC1D3F*, which is involved on macropinocytosis and tissue repair [34] was overexpressed in the sputum of e-cigarette users.

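TBC1D3F (ENSG00000275954.5, chromosome 17 from 36428618 to 36439566) was at 0.325 ± 0.590 TPM in e-cigarette users (SD, n = 11), 0.221 ± 0.63 TPM in CS (SD, n = 8) and 0 TPM in all 4 controls. It was also at 0 in 8 of 11 e-cigarette users and 7 of 8 CS, so no fold change is given against controls (an unadjusted p of 0.249 from limma). The files hold 12 entries of the TBC1D3 family, whose sum was 18.0 ± 4.34 TPM in CS, 20.9 ± 6.65 TPM in e-cigarette users and 19.0 ± 3.74 TPM in controls. The log2 fold change of the TBC1D3 sum was 0.09 (standard error 0.23). Genes of macropinocytosis had a median log2 fold change of 0.03 in e-cigarette users against controls (adjusted p = 0.858 from camera), with CSF1R at 0.57 (standard error 0.23). Copies of TBC1D3 are nearly identical, so how reads were divided among them is uncertain.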

**Fig. 4:**
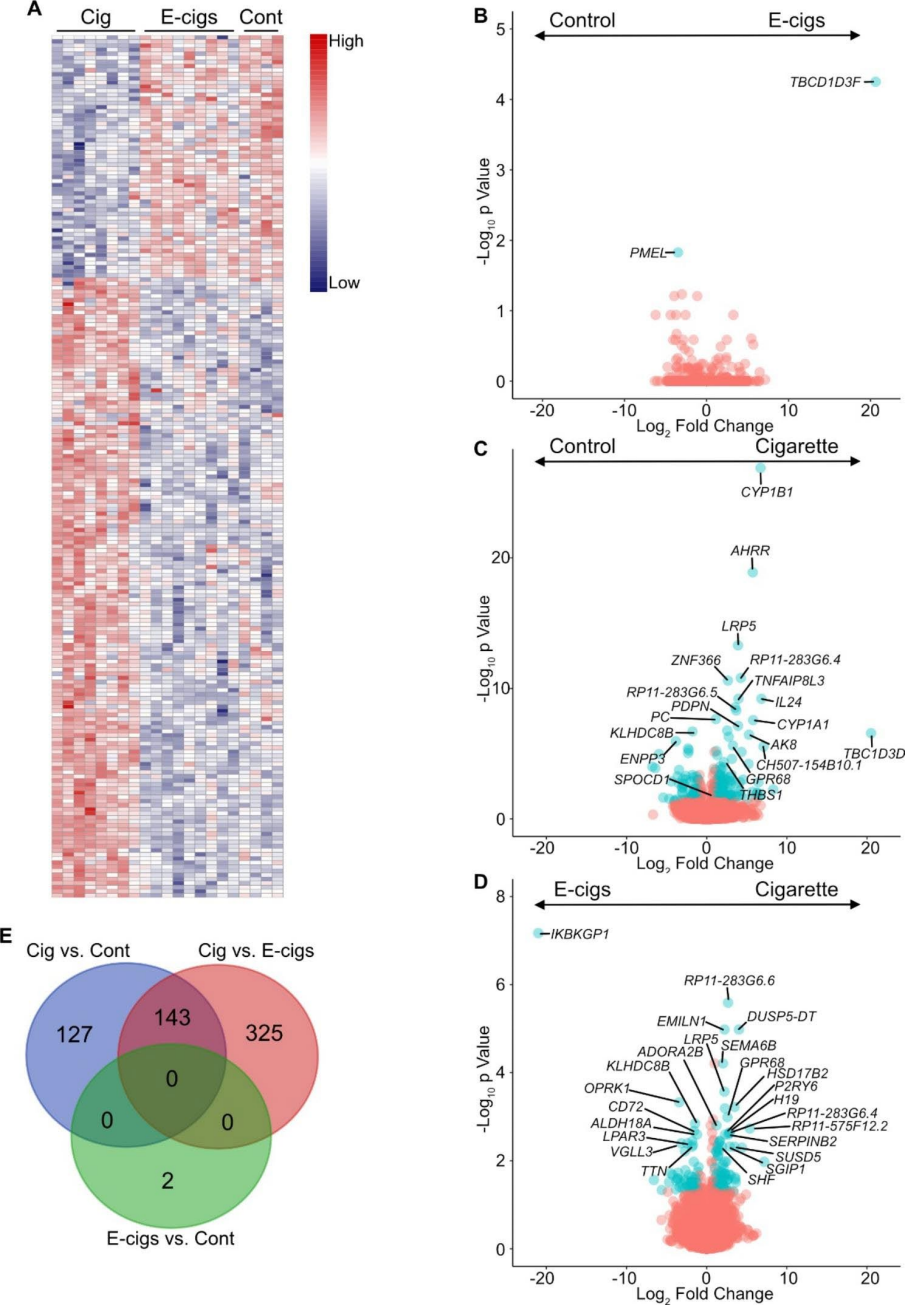
Increased numbers of differentially expressed genes in the sputum of cigarettes smokers vs. e-cigarette users. (A) Heatmap showing significant (log2 fold change |≥1 and p≤ 0.005) combined genes from pairwise comparisons in sputum (cigarette smokers, Cig; e-cigarette users, E-cigs; and controls, Cont). (B, C and E) Volcano plots of DEGs in sputum from pairwise comparisons between (B) e-cigarette users (E-cigs) and controls, (C) cigarette smokers and controls, and (E) cigarette smokers and E-cigarette users (E-cigs). (D) Venn diagram representing the number of DEGs that overlap between each comparison

#### DEGs in the sputum of cigarette smokers vs. controls

A total of 270 genes were differentially expressed in the sputum between CS and controls (Fig. 4C and Supplemental Table 4). 

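CYP1B1, AHRR, RASAL1 and SEMA6B rose most surely in the sputum of CS against controls, and SKAP1, KLHDC8B and LPAR3 fell. CYP1B1, which oxidizes polycyclic aromatic compounds (ENSG00000138061.12, chromosome 2 from 38066973 to 38109902), was at 120 ± 77.3 TPM in CS (SD, n = 8) and 1.07 ± 0.741 TPM in controls (SD, n = 4), a log2 fold change of 6.10 (standard error 0.51, adjusted p = 0.000112 from limma). AHRR rose by 4.11 (standard error 0.33, adjusted p = 0.000112) on the log2 scale, RASAL1, a negative regulator of Ras, by 3.73 (0.41, adjusted p = 0.00185) and SEMA6B by 2.85 (0.34, adjusted p = 0.00346). LRP5, FLT1, PDPN, TNFAIP8L3 and the nucleotide receptor P2RY6 rose by 1.82 to 2.94 (adjusted p from 0.0100 to 0.0419). SKAP1, an adaptor of T cell receptor signaling, was at 1.55 ± 0.838 TPM in CS and 7.64 ± 3.25 TPM in controls, a log2 fold change of -1.99 (standard error 0.34, adjusted p = 0.0397). KLHDC8B had a log2 fold change of -1.77 (standard error 0.29, adjusted p = 0.0302) and LPAR3, a lysophosphatidic acid receptor, of -1.64 (0.28, adjusted p = 0.0397). In all, 22 genes were higher and 9 lower in CS, and in each of the 31 no value of CS overlapped those of controls. Without control replicate 1 it was 17 higher and 23 lower, and with array quality weights 159 higher and 183 lower, so the excess of higher genes depends on the setting. Such separation held for 196 of all tested genes, where chance gives 0.404%. The number of calls was 40, 15, 19 and 6 without control replicates 1, 2, 3 and 4, and without replicate 4 LRP5 was no longer called (2.63, adjusted p = 0.0633).

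**Figure D4:**
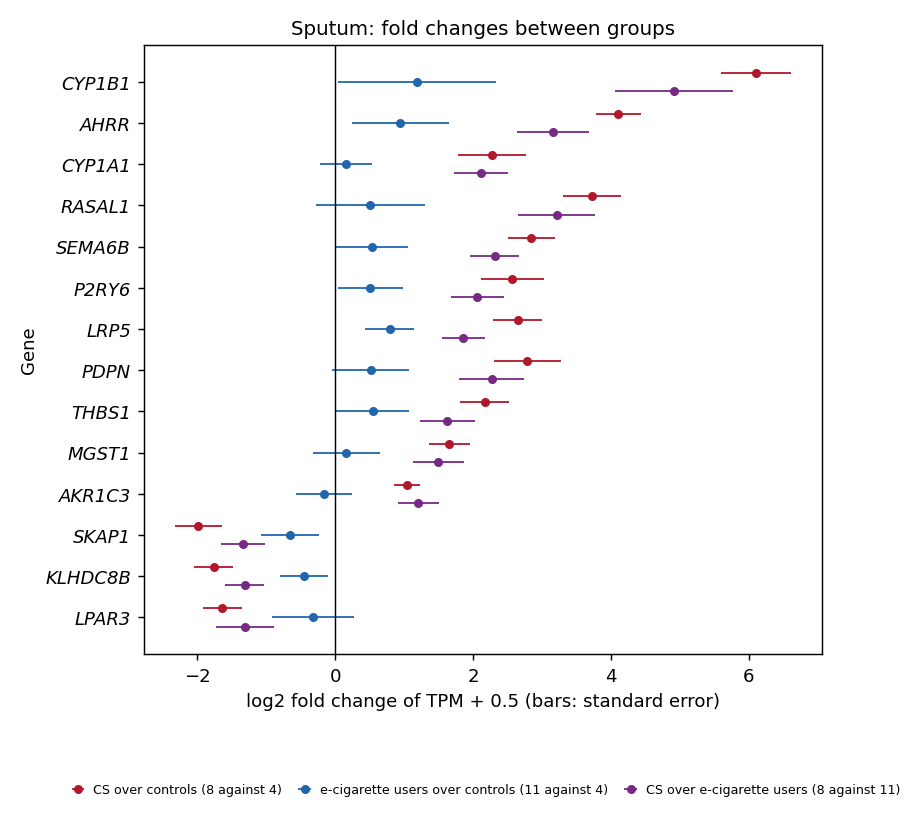
Log2 fold changes in sputum (horizontal axis) of genes named in the text, in CS against controls, e-cigarette users against controls and CS against e-cigarette users, with bars of 1 standard error. CYP1B1 stands at 6.10 in CS against controls and 4.92 in CS against e-cigarette users, and SKAP1 at -1.99 in CS against controls.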

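THBS1, which encodes the matrix glycoprotein thrombospondin 1, was higher in CS than in controls in sputum, and its mean was higher in blood too. In sputum THBS1 (ENSG00000137801.11, chromosome 15 from 39581079 to 39599466) was at 215 ± 94.8 TPM in CS (SD, n = 8) and 47.9 ± 24 TPM in controls (SD, n = 4), a log2 fold change of 2.17 (standard error 0.36, adjusted p = 0.0362 from limma). In blood THBS1 was at 4.43 ± 1.58 and 1.34 ± 0.639 TPM, a log2 fold change of 1.42 (standard error 0.33, adjusted p = 0.429). SPOCD1 (ENSG00000134668.12, chromosome 1 from 31790422 to 31816051) was at 86.0 ± 20.2 and 45.5 ± 6.68 TPM in the sputum of CS and controls, a log2 fold change of 0.89 (standard error 0.19, adjusted p = 0.0937). SPOCD1 in blood was at 3.71 ± 1.67 and 1.16 ± 0.368 TPM, a log2 fold change of 1.28 (standard error 0.29, adjusted p = 0.429). The call of THBS1 in sputum was lost without control replicates 1, 2 or 4 (adjusted p = 0.0648, 0.115 and 0.126), with 1 fit over all 3 groups (0.109), with median-of-ratios scaling (0.0583) and with no filter. Array quality weights called SPOCD1 in sputum (0.94, adjusted p = 0.0245). In the blood of CS platelet markers were higher too at the preset correlation, with a median log2 fold change of 1.06, but not with an estimated correlation (adjusted p = 0.548).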

Interestingly, of these 270 genes, 2 (*THBS1* and *SPOCD1*, (Supplemental Fig. 1 and Supplemental Table 5) were overexpressed in both the blood and sputum of CS compared to controls. There was no overlap with genes differentially expressed between e-cigarette users and controls (Fig. 4D). 

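None of the genes called in the sputum of CS against controls, such as CYP1B1 or MGST1, was called in e-cigarette users against controls, where limma called 0 genes. Across 17678 sputum genes, the log2 fold changes of CS and of e-cigarette users against controls had a correlation of 0.619. Simulations with no group effect that kept the shared controls gave 0.692 on average, with a maximum of 0.905, and the covariance was 0.0799, against 0.0873 in the simulations. With separate pairs of controls the correlation was -0.03 on average (-0.11 to 0.09 over 3 splits). Genes are not independent replicates, and no test was made of whether the response in e-cigarette users is of another kind.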

Overexpressed genes in this set were overrepresented in biological pathways that encompass processes from oxidation reduction, xenobiotic metabolism, to anatomic structure development, while underexpressed genes were enriched for biological pathways involved in the inflammatory and immune response.

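Genes of the aryl hydrocarbon receptor and NRF2 responses, of xenobiotic metabolism and of the pentose phosphate pathway were higher in the sputum of CS than of controls at the preset correlation, and complement and antimicrobial genes and T cell markers lower. Of these 6 lists, only that of the aryl hydrocarbon receptor passed with an estimated correlation, and the others had an adjusted p of 0.106 there. Of 9 genes of the aryl hydrocarbon receptor response, 2 were called over all genes and 5 were higher when adjusted over the list alone (median log2 fold change 1.36, adjusted p = 1.07e-10 from camera, and adjusted p = 0.0223 with an estimated correlation). Of 34 genes of the NRF2 antioxidant response, 2 were called and 17 were higher when adjusted over the list alone (median 0.60, adjusted p = 1.07e-10, and adjusted p = 0.106 with an estimated correlation). AKR1C3, an aldo-keto reductase, rose by 1.04 (standard error 0.18, adjusted p = 0.0434), and MGST1, a microsomal glutathione transferase, by 1.65 (0.30, adjusted p = 0.0459). Of 35 genes of xenobiotic metabolism, 3 were called, and 6 were higher and 1 lower when adjusted over the list alone (median 0.23, adjusted p = 1.33e-05, estimated correlation adjusted p = 0.106). The 7 pentose phosphate genes, which supply NADPH, had a median of 0.52 (adjusted p = 2.76e-05, estimated correlation adjusted p = 0.106), with 0 called and 4 higher when adjusted over the list alone, among them PGD at 0.92 (standard error 0.19). Complement and antimicrobial genes had a median of -0.28 over 28 genes (adjusted p = 0.00263, estimated correlation adjusted p = 0.106), with 0 called and 6 lower when adjusted over the list alone, among them CAMP, a cathelicidin, at -2.51 (0.63). The 20 T cell markers had a median of -1.23 (adjusted p = 1.32e-16, estimated correlation adjusted p = 0.106), with 0 called and 14 lower when adjusted over the list alone, among them CD3D at -1.32 (0.25). Genes of the liver X receptors and of lipid handling had a median of -0.21 (adjusted p = 0.000329, estimated correlation adjusted p = 0.170), with SCD at -1.97 (0.44) and FADS1 the other way at 1.05 (0.27), and interferon response genes of -0.37 (adjusted p = 0.0033, estimated correlation adjusted p = 0.659). Cytokine genes went both ways and did not pass (median -0.09, adjusted p = 0.118), with IL24 at 2.55 (0.49), CSF2 at -1.67 (0.33) and CCL15 at -2.79 (0.58). Markers of secretory and goblet cells were also higher in CS (median 1.31, adjusted p = 5.33e-07, estimated correlation adjusted p = 0.170). From the enrichment of the genes in each direction, the paper states that those overexpressed serve oxidation reduction and xenobiotic metabolism and those underexpressed the immune response.

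**Figure D5:**
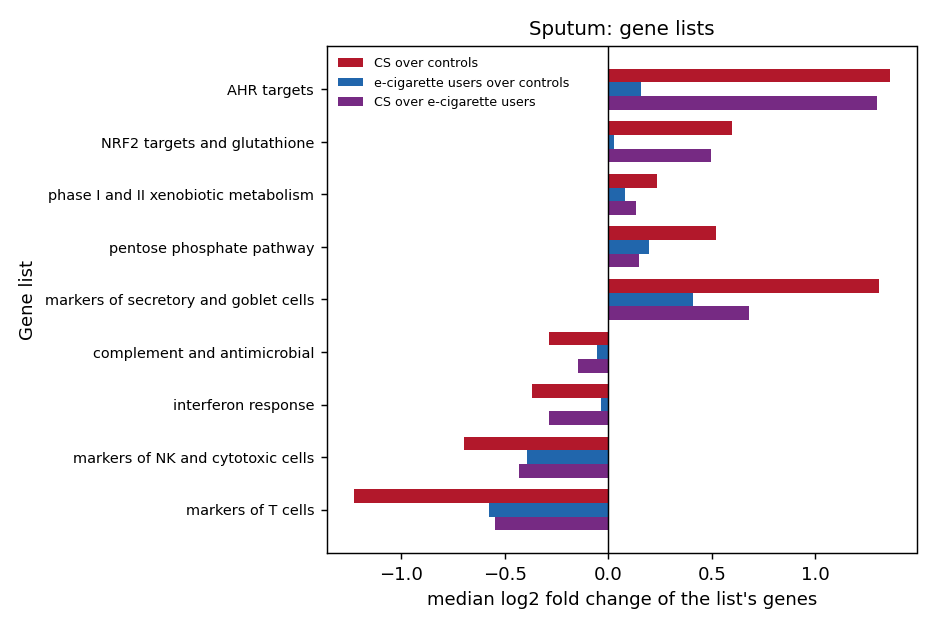
Median log2 fold change in sputum (horizontal axis) of genes in lists fixed before the data were examined, as bars for CS against controls, e-cigarette users against controls and CS against e-cigarette users. The aryl hydrocarbon receptor response stands at 1.36, 0.158 and 1.30, and T cell markers at -1.23, -0.578 and -0.548.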

#### DEGs in the sputum of cigarette smokers vs. E-cigarette users

Comparison of CS to e-cigarette users revealed 468 differentially expressed genes in sputum (Fig. 4E and Supplemental Table 4). 

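CYP1B1, RASAL1, AHRR and SEMA6B rose most in the sputum of CS against e-cigarette users too, together with CYP1A1, P2RY6 and LRP5. CYP1B1 rose by 4.92 on the log2 scale (standard error 0.85, adjusted p = 0.0223 from limma), RASAL1 by 3.22 (0.56, adjusted p = 0.0223) and AHRR by 3.16 (0.52, adjusted p = 0.0178). SEMA6B rose by 2.31 (standard error 0.35, adjusted p = 0.0136) and LRP5 by 1.86 (0.31, adjusted p = 0.0188). CYP1A1, a further oxidase induced through the aryl hydrocarbon receptor (chromosome 15 from 74719542 to 74725536), was at 2.87 ± 2.42 TPM in CS (SD, n = 8) and 0.253 ± 0.746 TPM in e-cigarette users (SD, n = 11), a log2 fold change of 2.12 (standard error 0.39, adjusted p = 0.0394). Of 17678 genes, 14 were higher and 1 was lower in CS, and none of the 15 had values of CS wholly apart from those of e-cigarette users. At an unadjusted p under 0.05, 722 genes were higher and 706 lower, so the excess of higher genes held for called genes only. Array quality weights called 96 higher and 35 lower. The authors' deposited table gives TPM for all libraries, but which of them its own comparison used is not stated. For this comparison the paper's authors list there 160 genes with an adjusted p of 0.05 or less, 97 of them lower in e-cigarette users. Of the 137 tested here, 137 had the same direction. The deposited log2 fold change of e-cigarette users over CS was -1.27 for NQO1 and -2.06 for ALDH3A1. In CS over e-cigarette users, the log2 ratio of mean TPM over all libraries was 1.28 and 2.08. The paper's values were 1.55 and 2.42. For C3, CLU, LYZ and B2M too, the deposited values lay nearer to that ratio than to the paper's. This goes with a comparison of all 11 e-cigarette libraries but does not settle it. With no filter 3 genes were called and CYP1B1 was not (adjusted p = 0.0766).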

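Among the genes called in the sputum of CS against both other groups were CYP1B1, AHRR, RASAL1, SEMA6B, LRP5, P2RY6, ADORA2B, LPAR6 and the long noncoding RNA RP11-283G6.4. All 9 were higher in CS in both comparisons, and independent lists of 31 and 15 genes would share 0.0179 genes. The shared number was 4 without control replicate 4, 1 with no filter and 63 with array quality weights. With 2 e-cigarette libraries left out it ranged from 0 to 21 (median 1). ADORA2B, an adenosine receptor, was at 21.5 ± 6.57 TPM in CS (SD, n = 8), 9.14 ± 4.10 TPM in e-cigarette users (SD, n = 11) and 7.99 ± 1.89 TPM in controls (SD, n = 4). Its log2 fold change was 1.34 against controls (standard error 0.24, adjusted p = 0.0471) and 1.22 against e-cigarette users (0.22, adjusted p = 0.0253, limma). The shared CS libraries make the lists dependent. Across genes the log2 fold changes of both comparisons had a correlation of 0.724, below the maximum of 0.763 in simulations with no group effect that kept the shared libraries, whose mean was 0.451. The covariance was 0.106, against 0.0465 on average in the simulations, and with the CS divided between the comparisons the correlation was 0.312 on average.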

One hundred and forty-three genes overlapped with genes differentially expressed in the sputum of CS compared with controls (Fig. 4D). Overexpressed genes were overrepresented in biological processes involved mostly in cellular response to stimulus, cell proliferation, tube morphogenesis and oxidative stress, while underexpressed genes were overrepresented in biological pathways associated with the inflammatory and immune response similarly to the comparison between CS and controls.

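Genes of the aryl hydrocarbon receptor and NRF2 responses, of proliferation and of matrix proteases and their inhibitors were higher in the sputum of CS than of e-cigarette users at the preset correlation, and interferon, complement and lymphocyte genes lower. Of these lists, only that of the aryl hydrocarbon receptor passed with an estimated correlation, and matrix proteases and inhibitors had an adjusted p of 0.184 there. Of 9 aryl hydrocarbon receptor response genes, 3 were called over all genes and 6 were higher when adjusted over the list alone (median log2 fold change 1.30, adjusted p = 1.2e-10 from camera, and adjusted p = 0.0219 with an estimated correlation). Of 34 NRF2 genes, 0 were called and 16 were higher when adjusted over the list alone (median 0.50, adjusted p = 9.47e-14, and adjusted p = 0.0675 with an estimated correlation). GCLM, a subunit of the enzyme that makes glutathione's precursor, had a log2 fold change of 1.62 (standard error 0.32, adjusted p = 0.0504), and SLC7A11, the cystine transporter, of 2.42 (0.56, adjusted p = 0.109). Proliferation genes had a median of 0.34 (adjusted p = 7.93e-08, estimated correlation adjusted p = 0.280), with MKI67 at 0.85 (0.28). Complement and antimicrobial genes had a median of -0.14 (adjusted p = 0.00611, estimated correlation adjusted p = 0.184), with CAMP at -1.93 (0.53), and 3 of 28 were lower when adjusted over the list alone. Interferon response genes had a median of -0.29 (adjusted p = 0.000836, estimated correlation adjusted p = 0.519), with IFI27 at -2.07 (0.48). T cell markers had a median of -0.55 (adjusted p = 2.67e-07, estimated correlation adjusted p = 0.232), B cell markers of -0.54 (adjusted p = 0.000422, estimated correlation adjusted p = 0.184) and plasma cell markers of -1.01 (adjusted p = 0.000702, estimated correlation adjusted p = 0.303). Secretory and goblet cell markers were higher beside them (median 0.68, adjusted p = 4.83e-07, estimated correlation adjusted p = 0.183), with TFF3 at 1.84 (0.58).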

We compared our findings with published proteomics studies of the sputum of tobacco users [32], [35], [36] (See Supplemental Fig. 2 and Supplemental Table 6). 

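Genes of proteins that earlier proteomics studies of tobacco users' sputum report, such as NQO1 and LYZ, went in both directions in CS. Of the 24 genes the study's supplement lists for this overlap, 23 were tested and 0 were called in CS against controls over all genes, and 10 were higher and 9 lower when adjusted over the list alone. Their median log2 fold change was 0.43 (adjusted p = 0.317 from camera). In CS against e-cigarette users 8 were higher and 5 lower when adjusted over the list alone (median 0.30, adjusted p = 0.156). The study chose the overlap partly on these samples, so its members' changes are not independent evidence.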

We found the overlap of 23 genes/proteins with those studies. Some of these genes, such as those involved in neutrophil degranulation and antimicrobial humoral response (C3, CLU, B2M, LIZ, CSF1R, and S100A8), response to external stimuli (G6PD, NQO1, and ALDH3A1), and endocytosis (CLU, C3, and B2M), are involved in biological processes affected by exposure to tobacco. 

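C3, LYZ and B2M had negative log2 fold changes in the sputum of CS against controls, and NQO1, ALDH3A1 and CSF1R positive ones, but none was called over all genes. C3, the central complement component, was at 16.4 ± 7.72 TPM in CS (SD, n = 8), 48.9 ± 46.3 TPM in e-cigarette users (SD, n = 11) and 53.7 ± 22.6 TPM in controls (SD, n = 4). Its log2 fold change was -1.68 against controls (standard error 0.32, adjusted p = 0.0566 from limma) and -1.18 against e-cigarette users (0.42, adjusted p = 0.402). LYZ, lysozyme, had -1.29 (standard error 0.32, adjusted p = 0.155) against controls, and B2M, the light chain of MHC class I, -0.52 (0.15, adjusted p = 0.216). NQO1, a quinone reductase, had 1.36 (standard error 0.32, adjusted p = 0.136) and ALDH3A1, an aldehyde dehydrogenase, 2.36 (0.70, adjusted p = 0.250). CSF1R, the receptor of macrophage growth factor, had 0.87 (standard error 0.21, adjusted p = 0.136). CLU had 0.68 (standard error 0.63) against controls and 1.24 (0.43, adjusted p = 0.383) against e-cigarette users. S100A8, a neutrophil protein, had 0.43 (standard error 0.36) against controls and -0.01 (0.29) against e-cigarette users, and markers of neutrophils as a list did not pass (median -0.31, adjusted p = 0.292). Array quality weights called C3 against controls (adjusted p = 0.0125), as well as LYZ and CSF1R, and LYZ was also called without control replicate 1 (adjusted p = 0.0278).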

We also performed qRT-PCR of selected genes from sputum to validate our findings; results are presented in Supplemental Fig. 3.

### WGCNA analysis and IPA

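Module genes were taken from the study's supplement and scored in the same blood and sputum libraries, as the mean of each gene's log2(TPM + 0.5) scaled to mean 0 and SD 1 over the libraries compared. The score was compared between the groups by a two-sided exact permutation test and correlated with the group coded 0 or 1, CS as 1 against controls and e-cigarette users as 1 otherwise. P-values were adjusted over the 6 modules in blood and the 9 in sputum. The study chose module genes and modules on these samples, so the scores are not independent evidence of an association. Networks were not rebuilt, and clinical traits are not in the files. Scores from the first principal component, or with a pseudocount of 0.1 or 1, gave the same direction and call in 45 of 45 cases.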

To determine whether specific gene networks were associated with phenotypic features and tobacco product exposure we performed Weighted Gene Correlation Network Analysis (WGCNA) of the blood and sputum. Gene modules that demonstrated association with a relevant trait then were analyzed using IPA.

#### Blood WGCNA and IPA

Multiple gene modules were associated with clinical traits including pack year history, cotinine concentration, and multiple blood cell population counts (Supplemental Tables 9 and Fig. 5A-C). Serum cotinine was associated with the Turquoise module in both e-cigarette users (R = 0.7, p = 0.01) and CS (R = 0.6, p = 0.05), suggesting that in the blood these genes are affected by nicotine exposure. Two modules were significantly associated to CS when compared to controls (Magenta and Turquoise [R = 0.64 and 0.60, p = 0.03 and 0.04 respectively]) (Fig. 5B). 

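The Magenta module in blood, which holds THBS1, GSTM2, EGFL8 and CTD-2562J17.6, was higher in CS than in controls, and the Turquoise module was lower. The Magenta score was 0.56 ± 0.26 in CS (SD, n = 8) and -1.11 ± 0.58 in controls (SD, n = 4), with r = 0.913 and rho = 0.819 (exact permutation tests, p = 0.00202 and 0.00404, adjusted p = 0.00242 and 0.00404). Without the 2 libraries farthest from the median r was 0.916. The Turquoise score, from 24 of its 27 genes, was -0.48 ± 0.64 in CS and 0.96 ± 0.40 in controls, with r = -0.788 and rho = -0.819 (exact permutation tests, p = 0.00404 and 0.00404, adjusted p = 0.00404 for both) and r = -0.741 without the 2 farthest. In both modules no value of CS overlapped those of controls. GSTM2 shares reads with other glutathione transferases of its family, and its log2 fold change was 1.10 (standard error 0.21, adjusted p = 0.429 from limma). GSTM2 was called without control replicate 1 (1.33, adjusted p = 0.0439).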

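As a whole, genes of the aryl hydrocarbon receptor and NRF2 responses and of xenobiotic metabolism did not pass in the blood of CS against controls. The aryl hydrocarbon receptor list had a median log2 fold change of -0.34 (adjusted p = 0.131 from camera), with AHRR at -1.11 (standard error 0.40), from 1.39 TPM in controls to 0.197 TPM in CS. NRF2 response genes had a median of 0.04 (adjusted p = 0.145), with HMOX1, heme oxygenase, at 0.82 (0.24). Xenobiotic metabolism genes had a median of 0.02 (adjusted p = 0.325), with SULT1A1, a sulfotransferase, at 1.16 (0.35) and NAT1, an acetyltransferase, at -0.90 (0.33). Over all genes 0 of these were called by limma, and when adjusted over the list alone 1 was, GSTM2.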

The genes in these modules were enriched in biological pathways associated with xenobiotic metabolism, oxidative stress, and pulmonary healing (Supplemental Table 7).

**Fig. 5:**
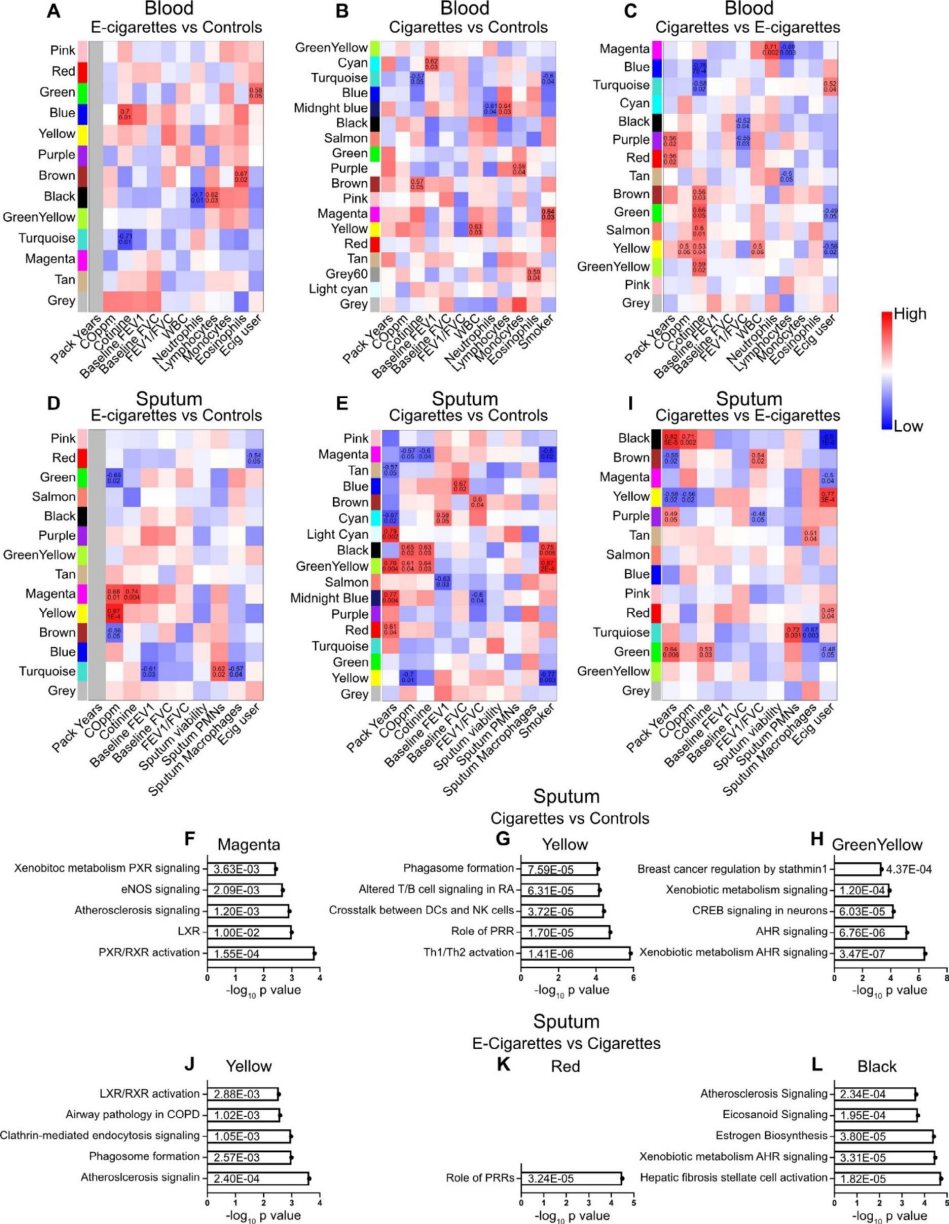
Weighted gene co-expression network analysis identifies modules and canonical pathways associated with type of tobacco product and clinical traits. (A-E and I) Heatmaps showing WGCNA gene modules associated with phenotypic characteristics, including the type of tobacco product exposure (last column in each heatmap) for pairwise comparison in the blood and sputum. (F-G and J-L) Bar plots highlighting IPA canonical pathways from the gene modules associated with the tobacco product type in sputum for (F-H) cigarettes versus controls and (J-L) e-cigarettes versus cigarettes

One module (Green module R = 0.58, p = 0.05) was associated with e-cigarettes when compared to controls (Fig. 5A) but no significant biological pathways were identified through IPA. 

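The Green module in blood holds TSPOAP1, CCDC180, PSMC1P1 and PI4KAP1, and its score was higher in e-cigarette users than in controls. It was 0.39 ± 0.35 in e-cigarette users (SD, n = 11) and -1.08 ± 0.65 in controls (SD, n = 4), with r = 0.845 and rho = 0.733 (exact permutation tests, p = 0.00147 and 0.00293, adjusted p = 0.0022 and 0.00404). Without the 2 libraries farthest from the median score r was 0.725.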

(Supplemental Table 7). However, when we compared CS to e-cigarette users, 3 modules were significantly associated with e-cigarette use (Turquoise, Green and Yellow [R = 0.52, -0.49, -0.67 and p = 0.04, 0.05 and 0.02 respectively]) with genes that enriched in several biological pathways including ferroptosis, eNOs, macropinocytsis and EGF signaling, suggesting that those pathways were differently affected by type of tobacco product.

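The Yellow module, with EGF, the actin-binding protein CTTN, SELP, LCN8 and RBPMS2, and the Green module, with CHRNA2 and WASHC1, were lower in the blood of e-cigarette users than of CS, and the Turquoise module was higher. The Yellow score, from 10 of 11 genes, was -0.49 ± 0.40 in e-cigarette users (SD, n = 11) and 0.68 ± 0.50 in CS (SD, n = 8), with r = -0.807 and rho = -0.837 (exact permutation tests, p = 2.65e-05 and 5.29e-05, adjusted p = 0.000159 and 0.000318). The Green score was -0.53 ± 0.45 and 0.73 ± 0.54, with r = -0.802 and rho = -0.759 (exact permutation tests, p = 0.000106 and 0.000503, adjusted p = 0.000318 and 0.00101). The Turquoise score, from 30 of 35 genes, was 0.46 ± 0.57 and -0.63 ± 0.52, with r = 0.719 and rho = 0.759 (exact permutation tests, p = 0.000675 and 0.000503, adjusted p = 0.00135 and 0.00101). Without the 2 farthest libraries r was -0.780, -0.763 and 0.697 for Yellow, Green and Turquoise. Macropinocytosis genes had a median log2 fold change of 0.12 in CS against e-cigarette users (adjusted p = 0.00617 from camera, and adjusted p = 0.474 with an estimated correlation). Of the 28, 0 were called over all genes and 3, CSF1R, CTTN and EGF, were higher when adjusted over the list alone. Platelet markers, which include EGF and SELP, were also higher in CS at the preset correlation, with a median of 0.90, but not with an estimated correlation (adjusted p = 0.328). From the pathways of these modules the paper proposes that the type of tobacco product affects them differently.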

#### Sputum WGCNA and IPA

Like our analysis of blood samples, multiple gene modules were associated with serum cotinine and eCO suggesting that these gene modules are highly involved in pathways associated to tobacco use (see Fig. 5, Supplemental Tables 8 and 9). When compared to controls, cigarette smoking was associated with 4 gene modules (Magenta, Black, Green-Yellow and Yellow [R = -0.8, 0.75, 0.87 and − 0.77, p = < 0.01, < 0.01, < 0.01 and < 0.01 respectively]). 

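The Black and GreenYellow modules in sputum were higher in CS than in controls, and the Magenta and Yellow modules lower. Black holds GCLC, which makes the precursor of glutathione, with APP and the macrophage receptor MRC1. Magenta holds LYZ, SCD, SKAP1 and LPAR3, and Yellow holds the T cell gene CD3E with C3, CAMP and IFI27. The GreenYellow score, from 41 of 42 genes, was 0.55 ± 0.33 in CS (SD, n = 8) and -1.1 ± 0.14 in controls (SD, n = 4), with r = 0.948. The Black score was 0.53 ± 0.46 and -1.06 ± 0.21 (r = 0.899), the Yellow score -0.51 ± 0.50 and 1.02 ± 0.18 (r = -0.881), and the Magenta score -0.51 ± 0.25 and 1.02 ± 0.74 (r = -0.865). In each module no value of CS overlapped those of controls, so rho was 0.819 or -0.819 for all 4. Each r had p = 0.00202 and each rho p = 0.00404 by exact permutation tests (adjusted p = 0.00227 and 0.00455). Without the 2 farthest libraries r was 0.914, 0.832, -0.805 and -0.785 for GreenYellow, Black, Yellow and Magenta.

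**Figure D6:**
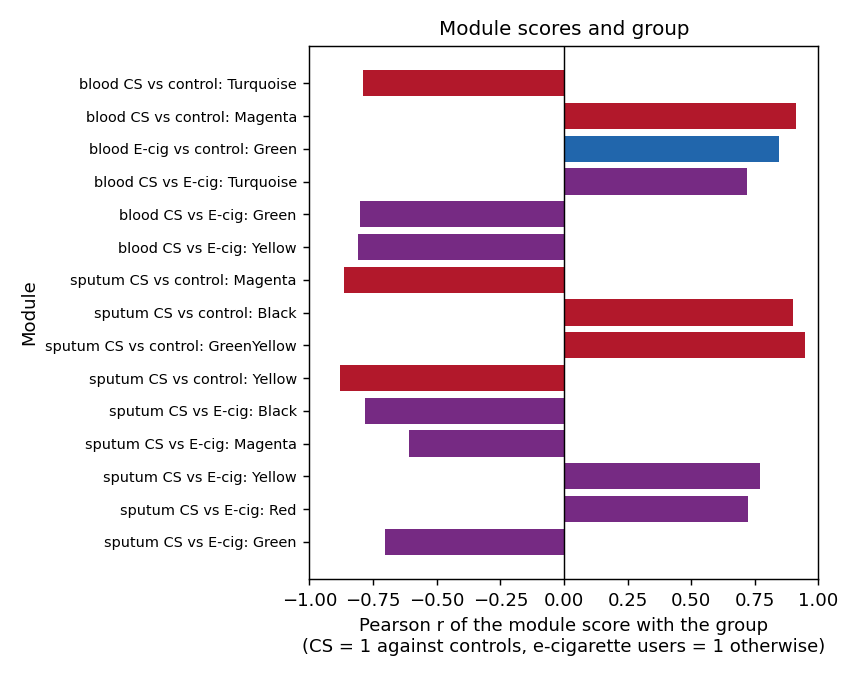
Pearson's r of each module's score with the group (horizontal axis), for the modules of blood and sputum, with CS coded 1 against controls and e-cigarette users coded 1 otherwise. GreenYellow and Yellow of sputum stand at 0.948 and -0.881 in CS against controls, and Yellow of blood at -0.807 in CS against e-cigarette users.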

The genes in these modules were overrepresented in biological pathways related to xenobiotic metabolism, oxidative stress response, aryl hydrocarbon receptor (AHR) signaling, coronavirus replication and Th1/Th2 activation (Supplemental Table 8). 

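Markers of T cells, of NK and cytotoxic cells and of B cells were lower in the sputum of CS than of controls at the preset correlation, and none of the 3 lists passed with an estimated correlation. SH2D1A, a T cell marker, had a log2 fold change of -1.24 (standard error 0.28). Markers of NK and cytotoxic cells had a median log2 fold change of -0.70 (adjusted p = 2.44e-05 from camera, and adjusted p = 0.328 with an estimated correlation), with GZMA at -1.68 (0.54) and KLRB1 at -1.82 (0.62). B cell markers had a median of -0.38 (adjusted p = 0.00622, estimated correlation adjusted p = 0.328), with CD72 at -1.46 (0.33) and 2 of 12 lower when adjusted over the list alone. Plasma cell markers did not pass at the preset correlation either (median -0.29, adjusted p = 0.119). No member of these lists was called over all genes. From the pathways of the 4 modules, the paper states that they relate to xenobiotic metabolism, oxidative stress, aryl hydrocarbon receptor signaling and Th1 and Th2 activation.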

The comparison between e-cigarettes and controls, showed that one gene module was associated with e-cigarette use (Red [R = -0.54, p-value = 0.05]), with genes involved in the SNARE and synaptogenesis signaling pathways which regulates vesicles fusion and exocytosis, matching other in vitro reports from bronchial epithelial cells [37]. By contrast the comparison between CS and e-cigarettes users in the sputum showed 5 gene modules correlated with type of product use (Black, Magenta, Yellow, Red and Green [R = -0.9, -0.5, 0.77 and 0.49 with p-value = < 0.01, < 0.01, < 0.01, < 0.01 and 0.01 respectively]). 

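ATP1B2, SYT5 and DNAI3, the genes of the Red module, had lower means in the sputum of e-cigarette users than of controls, at levels below the filter on low values. ATP1B2 was at 0.0373 ± 0.0295 TPM in e-cigarette users (SD, n = 11) and 0.323 ± 0.247 TPM in controls (SD, n = 4). SYT5, a synaptotagmin of vesicle release, was at 0.0629 ± 0.0421 and 0.491 ± 0.462 TPM, and DNAI3 at 0.0861 ± 0.0699 and 0.653 ± 0.598 TPM. No score was made for Red. Genes of SNARE complexes and vesicle fusion as a list had a median log2 fold change of -0.01 in e-cigarette users against controls, with a mean of the other sign near 0 (adjusted p = 0.933 from camera), with STXBP2 at 0.51 (standard error 0.20) and STX2 at -0.34 (0.17).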

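The Black, Magenta and Green modules in sputum were lower in e-cigarette users than in CS, and the Yellow and Red modules higher. The Black score, from 108 of its genes, was -0.53 ± 0.60 in e-cigarette users (SD, n = 11) and 0.72 ± 0.38 in CS (SD, n = 8), with r = -0.781 and rho = -0.740 (exact permutation tests, p = 0.000357 and 0.000794, adjusted p = 0.00185 and 0.00238). The Yellow score, from 59 of 62 genes, was 0.49 ± 0.57 and -0.68 ± 0.38, with r = 0.772 and rho = 0.759 (exact permutation tests, p = 0.00041 and 0.000503, adjusted p = 0.00185 and 0.00226). For Red, from 11 of 13 genes, r was 0.724 and rho 0.759 (exact permutation tests, p = 0.000635 and 0.000503, adjusted p = 0.0019 and 0.00226). For Green, with 7 genes, r was -0.703 and rho -0.720 (exact permutation tests, p = 0.00143 and 0.00119, adjusted p = 0.00227 and 0.00268). For Magenta, from 12 of 13 genes, r was -0.608 and rho -0.603 (exact permutation tests, p = 0.00709 and 0.0091, adjusted p = 0.00709 and 0.0091). Without the 2 farthest libraries r was -0.758, 0.742, 0.724, -0.666 and -0.567 for Black, Yellow, Red, Green and Magenta.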

Genes from these modules are overrepresented in multiple biological pathways including hepatic fibrosis, xenobiotic response, nicotine degradation, inhibition of metalloproteases, atherosclerosis, and COPD (Supplemental Tables 8 and 9). 

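Genes of xenobiotic metabolism and of matrix proteases and their inhibitors were higher in the sputum of CS than of e-cigarette users at the preset correlation. Of 35 xenobiotic metabolism genes, 2 were called over all genes and 6 were higher when adjusted over the list alone (median log2 fold change 0.14, adjusted p = 5.17e-06 from camera, and adjusted p = 0.137 with an estimated correlation). Of 28 genes of matrix proteases and inhibitors, 2 were higher when adjusted over the list alone (median 0.21, adjusted p = 0.00021, and adjusted p = 0.184 with an estimated correlation). SERPINB2, an inhibitor of plasminogen activators, had a log2 fold change of 2.85 (standard error 0.65, adjusted p = 0.0960 from limma), MMP12, the macrophage elastase, of 2.01 (0.58, adjusted p = 0.240) and TIMP1, an inhibitor of metalloproteases, of 0.80 (0.28). Genes of the liver X receptors and of lipid handling had a median of -0.20 (adjusted p = 0.0115, estimated correlation adjusted p = 0.184). Markers of resident alveolar macrophages had a median of -0.38 (adjusted p = 0.000213, estimated correlation adjusted p = 0.303).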

Suggesting that the type of tobacco product has different effects on these biological processes and how they may lead to disease.

## Discussion

The purpose of our study was to characterize transcriptomic changes in the sputum and blood of cigarette smokers compared to e-cigarette users and controls. 

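Single genes of the response to smoke, such as CYP1B1 and AHRR, were called in sputum and not in blood, but the tissues were normalized separately and no difference between them was tested. Of 16107 genes tested in both tissues, limma called 25 in sputum and 0 in blood between CS and controls, and none in both. At an unadjusted p under 0.05 in each tissue, 110 genes had the same direction in both, against 77.0 for independent lists, and 50 the opposite direction, against 78.3. Across genes the log2 fold changes of the 2 tissues had a correlation of 0.0656, and genes are not independent replicates. The same people gave both samples, so the 2 tissues are not independent.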

We discovered that cigarette smoking is the main driver of transcriptomic differences between the three groups, with a much stronger impact in the airways than blood. Gene modules associated with type of tobacco product exposure were highly associated with levels of eCO and/or with cotinine concentration, both of which were highest in smokers. These findings support the overarching conclusion that cigarette smoking is likely to perturb more biological processes than e-cigarettes, however, this does not imply that e-cigarettes are harmless or safer than conventional cigarettes.

In fact, several genes were differentially expressed in blood and sputum of e-cigarette users compared to controls. These transcriptomic changes support the hypothesis that chronic use of e-cigarettes can lead to biologically significant changes and, potentially contribute to pulmonary diseases. For example, one of the two genes differentially expressed in the sputum of e-cigarette users, *TBC1D3F*, has been implicated in the differentiation of macrophages and vesicle function and trafficking [38], [39] suggesting that vaping may lead to dysfunction of these immune cells in the airways. The other gene (*PMEL*) encodes for a protein that is highly expressed by cells associated with pulmonary lymphangioleiomyomatosis, a potentially lethal cystic lung disease [33], [40]. Furthermore, PMEL is a component of the melanosome, a type of lysosome-related organelle that is dysfunctional in patients with Hermansky-Pudlak, an inherited fibrotic pulmonary disease [41]. However, it is unknown as to how changes in the expression of *PMEL* may influence pulmonary disease development secondary to e-cigarette exposure.

Our study also showed that two genes (*SPOCD1* and *THBS1*) were differentially overexpressed in sputum and blood among CS when compared to controls. *SPOCD1* has been implicated in pi-RNA-directed DNA methylation, with at least two prior studies linking it with smoke exposure 42–44, and *THBS1* is an integral component of the extracellular matrix where it regulates cell migration, cytoskeletal organization, cell proliferation and apoptosis, and plays a role in the regulation of inflammation and modulation of reactive oxygen species [45], [46]. Changes in DNA-methylation and expression of *THBS1* have been associated with atherosclerosis and cancer among smokers, while other reports have linked overexpression of *THBS1* with higher lung cancer survival [47], [48]. Taken together, these genes may aid our understanding of how cigarette smoking can lead to systemic disease from its effects in the respiratory system.

Our findings in sputum resemble those reported by others demonstrating that smoking cigarettes induces a xenobiotic and oxidative stress response and activation of immune-related genes [35], [36]. However, in contrast with data from shotgun proteomics of sputum [32], we did not see evidence of an altered innate immune response or dysfunctional neutrophils in the sputum of e-cigarette users. Furthermore, our analytical approach allowed us to detect misclassification bias and, using only transcriptomics, we were able to distinguish exclusive e-cigarette users from likely dual users or subjects exposed to smoke. 

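Genes of neutrophils, innate sensing and complement did not differ as lists between the sputum of e-cigarette users and controls. Neutrophil markers had a median log2 fold change of 0.00 (adjusted p = 0.933 from camera), with MNDA at 0.55 (standard error 0.29), HCAR3 at -0.57 (0.62) and S100A12 at 0.42 (0.70). Innate sensing genes had a median of 0.07 (adjusted p = 0.870), with STING1 at 0.56 (0.29) and AIM2 at -0.50 (0.26), and complement and antimicrobial genes of -0.06 (adjusted p = 0.453), with DEFB1 at -1.06 (0.41). Cytokine genes were lower at the preset correlation (median -0.15, adjusted p = 0.0103, and adjusted p = 0.971 with an estimated correlation), with CSF2 at -1.17 (0.36) and CXCL11 at -1.30 (0.47). T cell markers had a median of -0.58 (adjusted p = 1.07e-09, estimated correlation adjusted p = 0.971) and NK cell markers of -0.39 (adjusted p = 0.0103, estimated correlation adjusted p = 0.971), and markers of secretory and goblet cells were higher beside them (median 0.41, adjusted p = 0.0103, estimated correlation adjusted p = 0.971). None of these genes was called over all genes. With 4 controls, a p that misses the threshold does not show that the groups are alike.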

Two other strengths of our study are that only high-quality specimens were used for RNA sequencing as RNA degradation could significantly impact RNA-seq analysis [49], and we recruited subjects with no known history of significant comorbidities, including atopy or asthma. Our subjects also underwent spirometry that confirmed normal air flow with no evidence of obstructive pulmonary disease. A recent study also demonstrated that exposure to e-cigarettes affects the immune homeostasis of the respiratory airways and that this is altered by the generation of e-cigarette [31]. A significant difference with that report is our exclusion of sputum samples with greater than 10% squamous cells. Furthermore, the majority of our study participants (66%) were users of fourth generation e-cigarette devices which reflects the current trends of e-cigarette use in the US [50], [51].

Our findings in the blood are similar to those reported by Tommasi et al., in that cigarette smoking induced more transcriptomic changes in blood leukocytes than vaping, although we did not find a dysregulation of mitochondria-specific genes as reported in their study perhaps due to differences in the cell composition studied (PBMCs vs. whole blood) [52]. 

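Genes encoded by mitochondrial DNA had a median log2 fold change of 0.36 in the blood of e-cigarette users against controls (adjusted p = 0.0120 from camera, and adjusted p = 0.987 with an estimated correlation). MT-CO3, a subunit of cytochrome oxidase, was at 0.36 (standard error 0.33) and MT-CYB at 0.37 (0.36), and no mitochondrially encoded gene was called. The 76 respiratory chain genes of the nucleus had a median of -0.05 (adjusted p = 0.294). Mitochondrially encoded genes took 9.75% ± 4.57 of TPM in CS (SD, n = 8), 6.55% ± 2.64 in e-cigarette users (SD, n = 11) and 5.41% ± 3.36 in controls (SD, n = 4). The difference between CS and e-cigarette users in this share did not pass (exact permutation test, two-sided, p = 0.0620, adjusted p = 0.125 over 6 comparisons). The platelet marker score was 0.60 ± 0.79, -0.27 ± 0.69 and -0.45 ± 0.83 in the same groups, and did not pass in CS against e-cigarette users after adjustment (exact permutation test, p = 0.0203, adjusted p = 0.122).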

Our study shows that cigarette smoking generates a greater transcriptomic response in the respiratory system and in blood than e-cigarettes. However, further studies are necessary to better characterize the long-term clinical significance of these gene expression differences to properly support the use of e-cigarettes as a viable harm reduction strategy for cigarette smokers.

Our study does have limitations, including the relatively small sample size. This was associated with the COVID-19 pandemic hindering recruitment of subjects for a study in which nebulized saline was used for sputum induction and concerns of aerosolization of viral particles. This limitation affects our ability to perform subgroup analysis based on e-cigarette brands, type of device (or generation), nicotine concentration or flavors. Furthermore, we did not collect the time of last use of the tobacco product, but we assume that our results reflect a steady state in the airways and blood as one would expect in chronic tobacco use as subjects reported daily use of their tobacco product for at least one year. In addition, since we are analyzing bulk RNA-Seq on samples with a complex cellular composition, lowly expressed transcripts or highly expressed transcripts in low prevalence cells may have been missed. We did not collect data on secondhand smoke exposure either, which could potentially affect our findings. Indeed, one healthy control had elevated cotinine serum levels (but a normal eCO level), although this is not necessarily proof of tobacco exposure [53], [54]. Nonetheless, our results are valuable as they provide early evidence of specific transcripts in the airways and the blood associated with e-cigarette use in contrast to cigarette smoking.

In summary, cigarette smoking and e-cigarette vaping led to significant transcriptomic changes in the airways and the blood of their users. This transcriptomic impact is higher among CS than e-cigarette users. Some of the transcriptomic changes among e-cigarette users are associated with vesicle trafficking and macropynocitosis, biological functions that are fundamental for proper macrophage function and airway immune response. More research is urgently needed to better characterize the long-term effects of these transcriptomic changes in relationship to tobacco product use.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

**Supplemental Fig. 1.** Overlap of differentially expressed genes in blood and sputum of smokers. Venn diagram of differentially expressed genes in blood and sputum of cigarette smokers when compared to controls. [https://doi.org/10.6084/m9.figshare.19878268 under embargo, private link: https://figshare.com/s/778ecc2fce40553bfdb1]. **Supplemental Fig. 2.** Overlap with published proteomics data from sputum of healthy users exposed to different tobacco products. We compared DEGs from all comparisons (p < 0.05) from our data (RNA) with published significantly different proteins from the sputum of healthy e-cigarette (E-Cigs) or healthy cigarette (Cig) users. A total of 23 genes/proteins overlapped with other publications, 12 with reports from E-cigarette users and 19 from smokers. **Supplemental Figure 3.** qRT-PCR of selected genes in sputum. Relative levels of each gene were normalized against four control genes (*HPRT*, *18s*, *ACTIN* and *GAPDH*). ANOVA was use to compare all three groups and Dunnett’s test was used to test pair comparisons. *=p < 0.05, **=p < 0.01, ***=p < 0.001. A. Data were log10 transformed and plotted as a heatmap. B. Presented as the relative fold change when compared to the four control genes. **Supplemental Fig. 4.** Weighted gene co-expression network analysis gene modules associated with tobacco product type. (A-E) heatmaps of genes present in sputum WGCNA modules significantly associated with tobacco product type (e-cigarettes versus cigarettes). [https://doi.org/10.6084/m9.figshare.19878268 under embargo, private link: https://figshare.com/s/778ecc2fce40553bfdb1]

## Data Availability

The database generated for this study is available by request. For inquiries, please email corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

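RNA of whole blood and of induced sputum was measured by RNA sequencing in 8 CS, 11 e-cigarette users and 4 controls, as 23 libraries per tissue, and 0 columns were left without a group. The authors removed reads of hemoglobin from blood, assigned reads to gencode 38 transcripts with Salmon 1.5.2 and summed them to genes with tximport 1.20.0 under R 4.1.2. The deposited tables hold TPM for each library and tissue, scaled by the authors so that every library sums to the same total. Because the counts behind TPM are not in the tables, the depth is unknown and no test on counts was run. The same tables hold the authors' own comparison of e-cigarette users with CS from DESeq2 1.32.0, as a log2 fold change of e-cigarette users over CS, scores (the mean of normalized counts, the standard error and the Wald statistic), and p-values before and after Benjamini-Hochberg adjustment. The log2 values, scores and p-values of the authors' comparison were read only to set them beside the values computed here.

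Y-linked genes, XIST and TSIX were left out, which kept 59754 genes, and genes with at least 0.5 TPM in at least 4 libraries of the tissue were tested. Differences were tested on log2(TPM + 0.5) with limma 3.58.1 (lmFit, then eBayes with a trend on mean expression) under R 4.3.3, two-sided, with only the libraries of the groups compared. The 3 groups were compared by the F test of limma over both group coefficients, where the study used a likelihood ratio test. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. The methods were checked on data simulated from the libraries, with independent noise for each gene and known changes added. The shares recovered are given where each tissue is introduced. Gene lists of pathways, responses and cell type markers were fixed before the data were examined and tested with camera of limma at a preset correlation of 0.01, and again with an estimated correlation and with fry. Module scores were compared by exact permutation tests, and principal components by permutation tests with 1e+05 resamples. The correlation of log2 fold changes between comparisons that share a group was set beside 100 simulations with no group effect that keep the shared libraries. Each count of called genes was set beside 100 splits of the same libraries, the real split included. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the plots, and statmod 1.5.0 served limma.

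The genes named in the text follow a rule set before the data were examined. They are the genes the study names, the 10 largest changes in each direction among called protein-coding genes with a mean of at least 1 TPM, and 2 to 4 members of each list with the smallest p. Other genes named in the text, as members of a module, of a shared set or of a short list of calls, were chosen after their values were seen. The values of the study's genes in its own tables had been seen before the test. The study left out 2 e-cigarette users in sputum and 3 in blood, and the labels do not identify them, so all deposited libraries were used and the effect of leaving out as many was computed over all or random choices. Values of single participants are not given. Alternatives set before the data were examined were a pseudocount of 0.1 or 1, no filter or a stricter filter on low values, 1 fit over all 3 groups, median-of-ratios scaling, robust empirical Bayes, array quality weights, protein-coding genes only, a score of neutrophil markers as a covariate, each control left out in turn, e-cigarette libraries left out, an adjusted p of 0.1 for the overlap between tissues, and other set tests and scores. Leaving out each smoker in turn, a platelet score as a covariate in blood, array quality weights with 1 library left out, the shared calls under each setting and the log2 ratio of mean TPM were added after the data were seen. The copies of the study's supplementary gene tables for sputum lack 1 or 2 genes each, so no test of overlap or enrichment was run on them. The genes they hold were compared by value and by whether they were called here. Results of 3 genes are not reported here by name, and the test for a library apart leaves them out. Networks were not rebuilt, and qRT-PCR, cell counts, exhaled carbon monoxide, cotinine and other clinical traits are not in the tables.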

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

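The tests of 1 control library, of per-million scaling and of the share of lymphocytes, described under the patterns below, were chosen only after the result was seen. In 10 of 133 groups of 4 to 8 libraries, 1 library stood apart from the rest, where chance flags about 1 in 20 groups. Only CS and controls were looked at in this way, and e-cigarette users were not. The gap of that library to its nearest neighbor, as a share of the group's whole range, was 0.608 for CLU, 0.544 for AHRR, 0.707 for PMEL, 1 for TBC1D3F, 0.555 for RP11-195F19.5 and 0.529 for the number of genes at 1 TPM or more, all in the sputum of CS. In blood it was 0.583 for THBS1 in CS, and 1 for RMRP, 0.859 for SAMD14 and 0.930 for ATF5 in controls. The values of 1 follow from TBC1D3F being listed at 0 in 7 of 8 CS and RMRP in 3 of 4 controls. Signals in gene lists the paper does not discuss were found in the sputum of CS against controls, with a median log2 fold change of -0.697 for markers of NK and cytotoxic cells, -1.23 for markers of T cells and 1.31 for markers of secretory and goblet cells. In the blood of CS against controls they were -0.484 for cytosolic ribosomal proteins and 1.06 for platelet markers, and against e-cigarette users 0.898 for platelet markers. Each passed camera at the preset correlation and none with an estimated correlation.

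Platelet markers and mitochondrially encoded genes were higher in the blood of CS than of e-cigarette users at the preset correlation. Per-million scaling by the authors is argued against as the cause for the platelet markers, whose median log2 fold change was 0.967 with median-of-ratios scaling and 0.898 without. For the mitochondrially encoded genes scaling was not tested. RNA of platelets may carry the mitochondrial signal: with the platelet score as a covariate the median of the mitochondrially encoded genes was 0.244 (median standard error 0.320) in place of 0.614, and both scores were correlated within groups (n = 23, r = 0.544, rho = 0.600, permutation p = 0.0116 and 0.00473, r = 0.706 without the 2 farthest libraries). Whether platelet RNA also accounts for the 8 genes the study calls higher in CS cannot be told apart, since their median was 0.713 with the covariate and 0.812 without, and the standard error of 0.262 exceeds the difference. The paper's test found no difference in platelet count between the groups, whose median in its Table 2 is lower in CS than in e-cigarette users, and a change of platelet activity with smoking was not tested and stays open.

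T cell markers were lower in the sputum of CS than of controls at the preset correlation. A single control library rich in T cells is argued against, since their median log2 fold change stayed between -1.12 and -1.36 with any 1 of the 4 controls left out, against -1.23 with all. A lower share of lymphocytes as a whole cannot be told apart from a change of T cells: the highest median among the other lymphocyte lists was -0.289, for plasma cells, but their members spread by an SD of 0.905. B cell markers, at -0.379 with an SD of 0.490, lay above the T cell median by more than the combined spread, which goes against a common fall, but at 1.85 TPM in controls they are under the 2 TPM that the test, chosen after the result was seen, asks of a list. The markers had a median of 6.97 TPM in controls for T cells, against 1.85 for B cells, 1.99 for plasma cells and 2.48 for NK cells, whose median log2 fold change was -0.697. The paper counted lymphocytes in sputum and its test found no difference, with a median of 0% in CS and in controls, which leaves both open, and a change of T cells with smoking remains a hypothesis.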

How the results depend on the processing

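The smokers left out in turn and the platelet score as a covariate were added after seeing the data, as were array quality weights with 1 library left out, the shared calls under each setting and the log2 ratio of mean TPM, and the other settings were set before the data were examined. The depth of the libraries is unknown, so what depth limits could not be measured. Except where a setting tests fewer genes or fewer libraries, the cause was not tested. Of the 15 called genes named for sputum in CS against controls, CYP1B1, AHRR, RASAL1 and SEMA6B kept direction and call under all 14 settings, and over all 15 genes 150 values kept the call and 60 lost it, with 0 reversed. Of 47 genes named there but not called, 618 values stayed uncalled and 37 became called. In CS against e-cigarette users 97 values of 10 called genes kept the call and 22 lost it, while 411 values of 37 uncalled genes stayed so, 26 became called and 2 reversed. In e-cigarette users against controls 456 values of 29 genes stayed uncalled and 2 reversed. In blood 415, 394 and 348 values of uncalled genes stayed so, and 2, 0 and 1 became called, in CS against controls, e-cigarette users against controls and CS against e-cigarette users. All 45 alternative module scores kept direction and call.

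For sputum, CS against controls (31 genes), no filter called 10, 1 fit over all 3 groups 19 and array quality weights 342. It ranged from 6 to 40 without 1 control (40, 15, 19 and 6 without control replicates 1 to 4), and from 7 to 45 without 1 smoker, with a median of 16.5. With array quality weights the highest of 99 other splits called 270 genes and 1 of 100 splits, the real one, called 342, so weights that call genes in any split are argued against. With weights and 1 smoker left out the count ranged from 132 to 478 (median 237.5). With weights and 1 control left out it ranged from 116 to 2272 (median 626, and 349, 2272, 116 and 903 without control replicates 1 to 4). The weighted count was at least 8.71 times the unweighted count without the same smoker, and 6.11 times without the same control. The rise over the unweighted count was thus there without any 1 library. The lowest counts, 132 and 116, fell short of the share of 342 that the rule set before the test asks for. By that rule, 1 library as the source cannot be told apart. How far single libraries add to the 342 cannot be told apart from the loss of libraries, and the weighted count depends on which control is left out. For sputum, CS against e-cigarette users (15 genes), a pseudocount of 0.1 called 24, no filter 3, 1 fit 31, array quality weights 131 and the neutrophil covariate 29. With 2 e-cigarette libraries left out the count was 0 at the lowest, 4 at the median and 150 at the highest, above 1.5 times the full count in 19 of 55 choices, and without 1 smoker it ranged from 3 to 24. The 9 genes shared by both comparisons of CS in sputum became 63 with array quality weights, 1 with no filter, 7, 5, 6 and 4 without control replicates 1 to 4, and from 0 to 21 (median 1) with 2 e-cigarette libraries left out, and every other shared count stayed at 0. Over the 3 groups in sputum (32 genes), array quality weights called 289, 2 e-cigarette libraries left out from 12 to 129, and 1 control left out from 14 to 38 (38, 20, 14 and 19). For e-cigarette users against controls in sputum (0 genes by limma, 487 at an unadjusted p under 0.05), the range without 1 control was 0 to 1, with the 1 call without control replicate 4. In that comparison HCAR3 ranged from -0.97 to 0.022 without 1 control, reversing at 0.022 without replicate 1, and S100A12 from -0.13 to 0.94, reversing at -0.13 without replicate 4. S100A8 in CS against e-cigarette users reversed to 0.13 with the neutrophil covariate and to 0.27 at the highest with 2 e-cigarette libraries left out.

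For blood, CS against controls (0 genes), no filter called 4 and 1 fit 1, and without 1 control the range was 0 to 5 (5, 1, 0 and 1 without control replicates 1 to 4). For e-cigarette users against controls in blood (0 genes), no filter called 2, and 3 e-cigarette libraries left out 1 at the highest, while CS against e-cigarette users (0 genes) gave 2 at the highest with 3 left out. Without 1 smoker blood gave 0 calls in both comparisons, and the platelet covariate gave 0 calls (548 genes at an unadjusted p under 0.05 against e-cigarette users and 1166 against controls, limma). Over the 3 groups in blood (1 gene), a pseudocount of 0.1, median-of-ratios scaling, array quality weights and the neutrophil covariate each gave 0, no filter 5, 3 e-cigarette libraries left out 0 at the lowest, median and highest, and 1 control left out 0 to 1, with 0 without control replicate 4. Of gene lists called at the preset correlation, an estimated correlation kept 2 of 19 in sputum CS against controls, 0 of 4 in e-cigarette users against controls and 3 of 26 in CS against e-cigarette users, and fry called 7, 0 and 4. In blood an estimated correlation and fry each called 0, against 7, 9 and 9. No paired analysis was possible because the groups compared hold different people, and no test within people was made between blood and sputum, which the same people gave.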

Differences from the paper's values

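The paper's values came from 8 CS, 9 e-cigarette users and 4 controls in sputum and 8, 8 and 4 in blood, and those here from all deposited libraries, at the same adjusted p of 0.05. The tests differ too, since the paper called genes with DESeq2 from counts and limma was run here on log2 TPM values. A count here was taken as within the paper's if neither was over 1.5 times the other, an R if the signs matched and the difference was no larger than the approximate standard error of the R here, and a log2 fold change if the signs matched and the difference was no larger than the larger standard error of both values. The paper's counts of called genes in blood were 16 over the 3 groups, 7 in e-cigarette users against controls, 35 in CS against controls and 13 in CS against e-cigarette users, and the values here were 1, 0, 0 and 0. In sputum the paper's counts were 438, 2, 270 and 468, and the values here 32, 0, 31 and 15. With array quality weights the count in CS against controls in sputum was 342, within 1.5 times the paper's 270, and no other alternative set before the data were examined came within the paper's value for any of these 8 counts. For CS against e-cigarette users, the authors' deposited DESeq2 comparison lists 160 genes in sputum and 15 in blood at an adjusted p of 0.05 or less. Which libraries it used is not stated, but its values for named sputum genes lay nearer to ratios over all libraries than to the paper's. If it used all of them, its 160 genes in sputum and the 15 here differ by the method alone. How much of the lower counts here comes from the test and how much from the libraries was not tested. The paper's number of genes shared by CS against controls and CS against e-cigarette users in sputum was about 140 in Fig. 4, read by eye, and the value here 9, for sputum and blood in CS against controls 2 and 0, for CS and e-cigarette users against controls in blood 3 and 0, and for CS against both groups in blood 1 and 0, and none of the settings run for these shared counts came within the paper's, most of them added after the data were seen (63 for the first with array quality weights, the highest, and 0 for the 2 tissues at an adjusted p of 0.1).

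For modules in blood, the paper's text gives R = 0.60 for Turquoise in CS against controls and -0.67 for Yellow in CS against e-cigarette users, where the values here were -0.788 and -0.807. The paper's supplement gives -0.6 for that Turquoise and -0.56 for that Yellow. Other values of the paper's supplement and those here were 0.64 and 0.913 for Magenta in CS against controls, 0.58 and 0.845 for Green in e-cigarette users against controls, and 0.52 and 0.719 for Turquoise and -0.49 and -0.802 for Green in CS against e-cigarette users. In sputum the paper's values and those here were 0.75 and 0.899 for Black, 0.87 and 0.948 for GreenYellow and -0.77 and -0.881 for Yellow in CS against controls, and -0.9 and -0.781 for Black, 0.49 and 0.724 for Red and -0.48 and -0.703 for Green in CS against e-cigarette users. The first principal component and pseudocounts of 0.1 and 1 left all of these further from the paper's values than that error. The column of the paper's Table S9 labelled R^2 holds negative values, which a square cannot hold, and was read here as R. The paper's text lists 4 values of R for 5 sputum modules.

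The paper's log2 fold changes come from counts and those here are on the scale of log2(TPM + 0.5), which understates the change of genes near or under 1 TPM. For the blood of CS against e-cigarette users, the paper's values and those here were 4.41 and 1.66 for LCN8, 2.84 and 1.07 for RBPMS2, 1.05 and 0.51 for STON2, 5.18 and 1.83 for IGHV7-4-1, 2.73 and 0.77 for CHRNA2, 2.05 and 0.96 for SAMD14, -5.38 and -1.38 for CBSL and 1.88 and 0.83 for EGF, and none of the alternatives came within the paper's. For WASHC1 they were 1.08 and 0.80, within the paper's with median-of-ratios scaling (0.88) and at the highest with 3 e-cigarette libraries left out (1.05), and under no other alternative. For ATF5 they were 0.567 and 0.31, within the paper's only at the highest with 3 e-cigarette libraries left out (0.44). In e-cigarette users against controls in blood the paper's values and those here were -2.64 and -0.99 for IGHG3 and 2.85 and 1.04 for IQSEC3, with no alternative within. There UTS2 was -2.81 and -1.89 (within the paper's only without control replicate 2, -2.32), RNF112 1.56 and 0.80 and TG 2.07 and 0.87 (both within only with a pseudocount of 0.1, 1.36 and 1.6). IGLC3 was -1.7 and -0.98, within the paper's without control replicate 2 (-1.24), without control replicate 3 (-1.21) and at the lowest with 3 e-cigarette libraries left out (-1.43), and under no other alternative. In CS against controls in blood the paper's values and those here were 2.94 and 1.17 for IQSEC3 and 2.9 and 1.24 for TG, with no alternative within. UTS2 was -4.24 and -2.96 and SPOCD1 1.78 and 1.28, each within the paper's only with a pseudocount of 0.1 (-3.95 and 1.54). THBS1 was 1.82 and 1.42, within the paper's with a pseudocount of 0.1 (1.69), median-of-ratios scaling (1.49) and without control replicates 1 or 4 (1.56 and 1.57), and under no other alternative. In sputum, e-cigarette users against controls, PMEL was -3.82 in the paper and -1.63 here, and in CS against e-cigarette users CLU was 2.5 and 1.24, with no alternative within. C3 in that comparison was -1.85 in the paper and -1.18 here, within the paper's only at the lowest with 2 e-cigarette libraries left out (-1.54). RMRP in blood and TBC1D3F in sputum, for which the paper gives 22.8 and 20.9, are listed here at 0 in all e-cigarette users and in all controls of those comparisons, so no fold change is set beside the paper's. On the scale of the log2 ratio of mean TPM, which has no pseudocount and no test and was chosen after the values were seen, 15 of the 21 values in blood and 3 of 3 in sputum that lay outside the paper's came within. In CS against e-cigarette users this ratio was 3.97 for LCN8, 0.877 for STON2, 2.62 for CHRNA2, 1.61 for SAMD14, -4.89 for CBSL and 1.5 for EGF in blood, and 2.36 for CLU and -1.58 for C3 in sputum. In e-cigarette users against controls it was -2.63 for UTS2, 1.8 for RNF112, 2.06 for TG and 2.61 for IQSEC3 in blood and -3.38 for PMEL in sputum, and in CS against controls in blood 2.82 for IQSEC3, 2.86 for TG, -4.26 for UTS2, 1.73 for THBS1 and 1.68 for SPOCD1. RBPMS2 (2.00), WASHC1 (0.781), IGHV7-4-1 (3.82), ATF5 (0.306), IGHG3 (-1.26) and IGLC3 (-0.817) stayed outside.

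The direction of every named gene compared was the paper's, in 28 of 28 values in blood and 18 of 18 in sputum. These include RMRP and TBC1D3F, where a group at 0 fixes the direction. The study chose the genes on these samples, so the direction is not independent evidence. Of the paper's genes in sputum, 269 of 270 for CS against controls, 467 of 468 for CS against e-cigarette users and 436 of 438 over the 3 groups were counted from the supplement copies. Genes with common deletions in the population were left out of these numbers. Of those tested here, 28 of 264, 13 of 420 and 28 of 396 were called. In CS against controls, array quality weights called 142 more of the paper's genes, the neutrophil covariate and leaving out control replicate 1 13 more each, 1 fit over all 3 groups 4, leaving out control replicate 2 4 and replicate 3 3, a pseudocount of 0.1 3 (RNF103-CHMP3, IL24 and CYP1A1) and median-of-ratios scaling 2. In CS against e-cigarette users, array quality weights called 100 more, 1 fit 16, the neutrophil covariate 13, a pseudocount of 0.1 9, the stricter filter 4, protein-coding genes only 4, median-of-ratios scaling 3 and robust empirical Bayes 1 (ALDH18A1), and with 2 e-cigarette libraries left out up to 147 of the paper's genes were called. Over the 3 groups array quality weights called 120 more, the neutrophil covariate 8, protein-coding genes only 7, leaving out control replicate 1 6 and replicate 2 1, median-of-ratios scaling 3, a pseudocount of 0.1 2, a pseudocount of 1 1 and no filter 1, and with 2 e-cigarette libraries left out up to 116 were called. In blood, UTS2 was called in CS against controls with 1 fit (adjusted p = 0.00572), GSTM2 without control replicate 1 (adjusted p = 0.0439) and CBSL in CS against e-cigarette users with 3 e-cigarette libraries left out (adjusted p = 0.0110). PMEL and TBC1D3F were called under no setting run. The paper names C3, LYZ, B2M, CSF1R, CLU, NQO1 and ALDH3A1 among the genes it shares with sputum proteomics studies, in processes that it ties to tobacco exposure. None was called here, though in CS against controls array quality weights called C3, LYZ and CSF1R, the neutrophil covariate LYZ and CSF1R, and leaving out control replicate 1 LYZ. In CS against e-cigarette users array quality weights called NQO1 and ALDH3A1, and some choices of 2 left-out e-cigarette libraries called NQO1, LYZ and ALDH3A1. SPOCD1 in sputum was called with array quality weights. The paper's text counts 23 genes in the overlap with sputum proteomics, where its supplement lists 24. The paper states that it did not find a dysregulation of mitochondria-specific genes in blood, and no mitochondrially encoded gene was called here, though as a list they were higher in CS than in controls at the preset correlation (median log2 fold change 0.940, and adjusted p = 0.548 with an estimated correlation) and than in e-cigarette users (0.614, and adjusted p = 0.422 with an estimated correlation).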

Other observations

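The tests of near-identical gene entries below were chosen only after the result was seen. Genes known from other work to differ in the blood of smokers, fixed as a list before the data were examined, were higher as a list in the sputum of CS at the preset correlation and did not pass as a list in blood, and a difference between the tissues was not tested. In blood GPR15, a homing receptor of T cells, was at 2.84 ± 2.78 TPM in CS (SD, n = 8), 12.4 ± 9.38 TPM in e-cigarette users (SD, n = 11) and 11.4 ± 11.5 TPM in controls (SD, n = 4), a log2 fold change of -2.01 in CS against e-cigarette users (standard error 0.51, adjusted p = 0.595 from limma). LRRN3 had -0.87 (standard error 0.22) and SEMA6B -0.46 (0.15), all against the direction known from other work, in which these genes are higher in the blood of smokers, and these 3 of 21 genes were lower when adjusted over the list alone (adjusted p = 0.00704 for GPR15 and LRRN3 and 0.0400 for SEMA6B). The list had a median of -0.202 and did not pass (adjusted p = 0.0606 from camera, and adjusted p = 0.507 with an estimated correlation), nor did it against controls (adjusted p = 0.238), where 0 of 21 genes passed over the list alone. In the sputum of CS against controls the same list had a median of 0.648 over 19 genes, with 3 called, and 6 higher and 1 lower when adjusted over the list alone (adjusted p = 5.24e-07, and adjusted p = 0.0628 with an estimated correlation). Against e-cigarette users its median in sputum was 0.618 (adjusted p = 1.61e-09, and adjusted p = 0.0348 with an estimated correlation).

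Genes of cell division and of the respiratory chain were higher in the sputum of CS than of controls at the preset correlation, without a single called gene. Proliferation genes had a median log2 fold change of 0.495 (adjusted p = 5.07e-08 from camera, and adjusted p = 0.338 with an estimated correlation), with RRM2 at 1.10 (standard error 0.33). Nuclear respiratory chain genes had a median of 0.184 (adjusted p = 1.42e-11, estimated correlation adjusted p = 0.336), with NDUFA7 at 0.70 (0.17), and mitochondrially encoded genes of 0.316 (adjusted p = 0.00124, estimated correlation adjusted p = 0.414). Markers of dendritic cells had a median of 0.538 (adjusted p = 0.00809, estimated correlation adjusted p = 0.336), with the lectin CLEC10A at 1.78 (0.47), and markers of eosinophils, basophils and mast cells of 0.775 (adjusted p = 0.0194, estimated correlation adjusted p = 0.391). TFF3 and BPIFB1, products of secretory cells, had log2 fold changes of 2.95 (0.81) and 2.91 (0.85). Markers of monocytes and recruited macrophages had a median of -0.115 but a mean of 0.165, and did not pass (adjusted p = 0.317). The 11 genes the study chose for qRT-PCR were higher as a list (median 1.34, adjusted p = 1.73e-16, estimated correlation adjusted p = 0.000318), with 5 called and 9 when adjusted over the list alone, and since they were chosen on these samples this is not independent evidence.

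Reads shared between near-identical gene entries were tested as a source of differences in RMRP, CBSL, PI4KAP1 and TBC1D3F, as the change of the other entries' mean TPM over the change of the entry's own, which is near -1 if reads only move between entries and near 0 if the others stay. For RMRP in the blood of CS against e-cigarette users the ratio was -0.912 (standard error 0.373), so its difference may come from how reads were divided between the 2 overlapping entries. For PI4KAP1 in e-cigarette users against controls it was 0.0469 (standard error 0.11), which argues against reads moving between PI4KAP1 and PI4KAP2, the only other entry tested. The sum of both had a log2 fold change of 0.58 (0.23). The gene of phosphatidylinositol 4-kinase alpha itself was not part of the test, so reads shared with it stay open. For CBSL (0.434, standard error 0.939) and TBC1D3F (4.73, standard error 8.43) the spread leaves shared reads open. A difference in the RNA itself stays open for CBSL and TBC1D3F.

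Each count of called genes was compared with splits of the same libraries into groups of the same sizes. By a share of splits under 0.05, with no adjustment over the comparisons, chance is an unlikely source of the counts in sputum but is not excluded. The counts were those of CS against controls (31, highest other split 60, 3 of 100 as large), CS against e-cigarette users (15, highest other 19, 2 of 100) and the 3 groups (32, highest other 21, 1 of 100). In both pairwise comparisons some other splits called more genes than the groups. At least 1 gene was called in 16, 9 and 19 of the other splits of these comparisons. For the 3 groups in blood (1, highest other 22, 15 of 100) chance was not made unlikely. A count of 0 is met by every split, 100 of 100, so the splits decide nothing for e-cigarette users against controls in sputum (highest other 3) or for CS against controls (1674), e-cigarette users against controls (994) and CS against e-cigarette users (2) in blood. Splits of blood that call 1674 and 994 genes, where the groups give 0, point to a structure of the blood samples other than the groups. No label in the files names it.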
